# m^6^A Modification Involves in Enriched Environment-Induced Neurogenesis and Cognition Enhancement

**DOI:** 10.3389/fcell.2022.903179

**Published:** 2022-06-02

**Authors:** Wenzheng Qu, Qian Li, Mengxuan Wang, Xingsen Zhao, Jiangdong Wu, Diwen Liu, Shenghui Hong, Ying Yang, Qiang Shu, Xuekun Li

**Keywords:** N6-methyladenosine RNA methylation, enriched environment, fat mass and obesity-associated gene, neuronal development, neural stem/progenitor cell, neurogenesis, cognition

## Abstract

Although previous studies have shown that an enriched environment (EE) promotes neurogenesis and alters DNA and histone modifications, it remains largely unknown whether an EE affects epitranscriptome in the context of neuronal development. Here, we showed that EE exposure enhanced the pool of adult neural stem/progenitor cells (aNSPCs) and promoted neuronal differentiation of aNSPCs. EE exposure also improved cognitive capabilities and altered the expression of genes relating to neuronal development, neurogenesis, and memory. *N* ^6^-Methyladenosine (m^6^A) immunoprecipitation combined with deep sequencing (MeRIP-seq) data analysis revealed that EE exposure increased the global level of m^6^A and led to differential m^6^A mRNA modification. Differential m^6^A modification-associated genes are involved in neuronal development, neurogenesis, and so on. Notably, EE exposure decreased the protein level of m^6^A eraser Fto, but did not affect the protein level of m^6^A writers METTL3 and METTL14. Taken together, our results suggest that enriched environment exposure induces differential m^6^A mRNA modification and adds a novel layer to the interaction between the environment and epigenetics in the context of postnatal neuronal development.

## Introduction

During the postnatal neuronal development, mammalian neurogenesis driven by neural stem/progenitor cells (aNSPCs) is modulated by diverse factors including environment, genetics, and epigenetics (Li and Jin, 2010; Ma et al., 2010; Sun et al., 2014; Avgustinova and Benitah, 2016; Hsieh and Zhao, 2016; Yao et al., 2016; Atlasi and Stunnenberg, 2017). As the most abundant RNA modification in mRNAs of eukaryotic cells, *N* ^*6*^-methyladenosine (m^6^A) modification is deposited by methyltransferase-like 3 (METTL3)-methyltransferase-like 14 (METTL14) complex and can be erased by fat-mass and obesity-associated protein (Fto) and α-ketoglutarate-dependent dioxygenase alkB homolog 5 (Alkbh5) in mRNAs of eukaryotic cells. Previous studies have shown that m^6^A modification involves a variety of biological processes including cell fate determination, proliferation and differentiation of stem cells, circadian, homeostasis, DNA damage response, and adipogenesis (Fustin et al., 2013; Batista et al., 2014; Wang et al., 2014; Zhao et al., 2014; Li et al., 2017a; Zhang et al., 2017).

m^6^A displays dynamic features during the embryonic and postnatal neuronal development, and neurodegeneration in mammals (Meyer et al., 2012; Shafik et al., 2021; Zhao et al., 2021). The modulation of *Mettl14* or *Mettl3* decreases the level of m^6^A and consequently regulates embryonic and adult neurogenesis, cerebellar development, and stress response (Wang et al., 2018a; Wang et al., 2018b; Engel et al., 2018; Li et al., 2018; Ma et al., 2018; Shi et al., 2018; Chen et al., 2019; Cao et al., 2020; Gao et al., 2020; Livneh et al., 2020). In addition, constitutive and specific modulation of *Fto* in differential lineages of cells affects neuronal activity, depression, fear, and spatial memory of mice (Hess et al., 2013; Sevgi et al., 2015; Nainar et al., 2016; Widagdo et al., 2016; Li et al., 2017b; Cao et al., 2020; Gao et al., 2020; Liu et al., 2021). In line with its effects on transcriptome, differential mechanisms for m^6^A playing function have been revealed, such as interacting with histone methyltransferase EZH2, increasing adenosine, and regulating BDNF signaling pathway (Li et al., 2017b; Chen et al., 2019; Gao et al., 2020).

The environment is critical for postnatal neuronal development, and epigenetics, such as DNA and histone modifications, mediate gene-environment interaction. An enriched environment (EE), in which animals are usually housed in a transparent larger cage equipped with toys, tunnels, and running wheels, which involves sensorimotor and social stimulation, shows remarkable influences on neuronal plasticity, neurogenesis, and hippocampus-dependent learning and memory (Kempermann, 2019; Zocher et al., 2020; Gronska-Peski et al., 2021; Zocher et al., 2021; Lupori et al., 2022). EE exposure counteracts age-related DNA methylation (Zocher et al., 2021), DNA hydroxymethylation (Irier et al., 2014), and regulates gene expression including fibroblast growth factor receptor (FGFR) (Rampon et al., 2000; Kempermann, 2019; Gronska-Peski et al., 2021). However, it remains largely unknown regarding the effects of EE exposure on m^6^A mRNA modification in the context of neuronal development.

In the present study, we found that enriched environment treatment enhanced the pool and promoted neuronal differentiation of adult neural stem/progenitor cells (aNSPCs). Behavioral tests showed that EE exposure also enhanced the cognitive capabilities of mice. RNA-seq data analysis showed that EE exposure altered the expression of genes relating to neuronal development, neurogenesis, and memory. MeRIP-seq data analysis revealed that EE exposure increased the global level of m^6^A modification. Differential m^6^A modification-associated genes are involved in neuronal development, neurogenesis, and so on. Notably, EE exposure decreased Fto protein level but did not affect METTL3 and METTL14 protein levels. Taken together, our results revealed that an enriched environment induces differential m^6^A mRNA modification and regulates the proliferation and differentiation of aNSPCs and cognition of mice during postnatal neuronal development.

## Results

### Enriched Environment Promotes Mouse Hippocampal Neurogenesis and Cognition

To examine the effects of enriched environment exposure on postnatal hippocampal neurogenesis, wild-type (WT, C57BL6) mouse pups (postnatal day 21) were weaned and housed in standard (SH, 4–5 animals per cage) and enriched environment (EE, 8–9 animals per cage), respectively (Supplementary Figure S1A). Five weeks later, neurogenesis assay, MeRIP-seq/RNA-seq, and behavioral tests were performed (Supplementary Figure S1B).

To analyze the effects of EE exposure on the proliferation of adult neural stem/progenitor cells (aNSPCs), animals were injected with BrdU and sacrificed 1-day post the final BrdU administration (Supplementary Figure S1C). Immunofluorescence staining and quantification results showed that EE exposure significantly increased the number of BrdU positive (BrdU^+^) cells (proliferation assay) compared to that of the SH group (Figures 1A,B). In addition, the number of neural progenitor cells marker Doublecortin (DCX) positive (DCX^+^) cells also was significantly increased (Figures 1A,C). To analyze the effects of EE exposure on the differentiation of aNSPCs, animals were sacrificed at the time-point of 1-week post the final BrdU administration (Supplementary Figure S1C). Immunofluorescence staining and quantification results showed that EE exposure led to a remarkable increase in the percentage of BrdU^+^DCX^+^/BrdU^+^ (Figures 1D,E). Furthermore, we observed that the number of BrdU^+^ cells and the percentage of newborn mature neurons (BrdU^+^NeuN^+^/BrdU^+^) both significantly increased in the brain of EE-exposed mice compared to those of SH mice 1 month post the final BrdU administration (Figures 1F–H). Taken together, these results suggest that EE exposure enhances the pool of aNSPCs and promotes adult neurogenesis.

**FIGURE 1:**
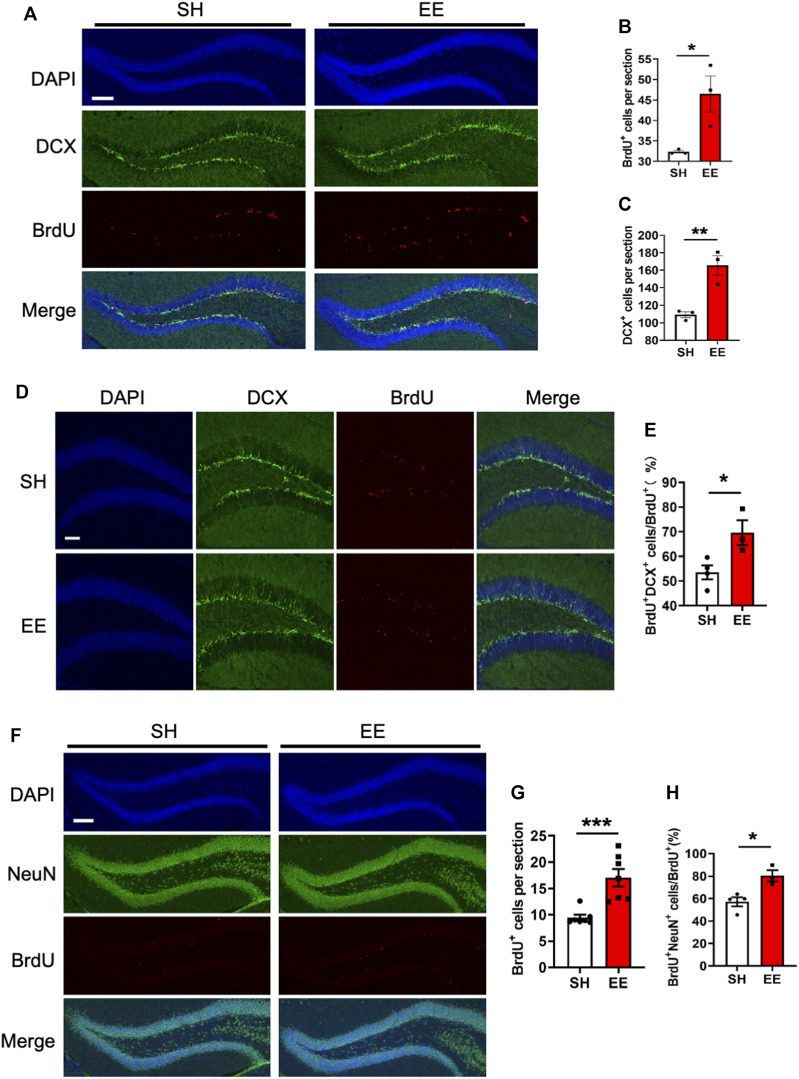
Enriched environment exposure promotes postnatal hippocampal neurogenesis. **(A)** Representative images of BrdU and DCX immunostaining with the brain sections of SH and EE mice, respectively. Adult mice were administrated with BrdU six times with an interval of 4 h and sacrificed 4 h post the final BrdU administration. BrdU, 5-bromo-2′-dexoyuridine. Scale bar, 50 μm. **(B**,**C)** Quantification results showed that EE exposure significantly increased the numbers of BrdU^+^ **(B)** and DCX^+^ **(C)** cells compared to SH mice, respectively. EE/SH, *n* = 3 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t-test. DCX, doublecortin. **(D)** Representative images of BrdU-DCX immunostaining with the brain sections of SH and EE mice, respectively. Mice were administrated with BrdU six times, two times per day for three consecutive days with an interval of 12 h, and sacrificed 1-week post the final BrdU administration. Scale bar, 50 μm. **(E)** Quantification results showed that EE exposure significantly increased the percentage of BrdU^+^DCX^+^ cells compared to SH mice. SH, *n* = 4 mice; EE, *n* = 3 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t-test. **(F)** Representative images of BrdU-NeuN immunostaining with the brain sections of SH and EE mice, respectively. Mice were sacrificed 4-week post the final BrdU administration. Scale bar, 50 μm. NeuN, neuronal nuclei. **(G**,**H)** Quantification results showed that EE exposure significantly increased the number of BrdU^+^ cells **(G)** and the percentage of BrdU^+^NeuN^+^ cells compared to SH mice, respectively. SH, *n* = 4 mice EE, *n* = 3 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t-test.

### Enriched Environment Exposure Enhances the Cognitive Function of Mice

We next performed behavioral tests to examine whether EE exposure affected the cognition of mice. For the pattern separation test, SH and EE-exposed mice were first tested in an object-context discrimination task (Figure 2A). We observed that SH and EE-treated mice showed similar proportions of time exploring the objects during a sample phase (Figure 2B). During the test phase, SH and EE-exposed mice spent more time exploring the incongruent object (Figure 2C). However, EE-treated mice showed less time exploring the congruent object and more time exploring the incongruent object compared to SH mice during the test phase (Figure 2D).

**FIGURE 2:**
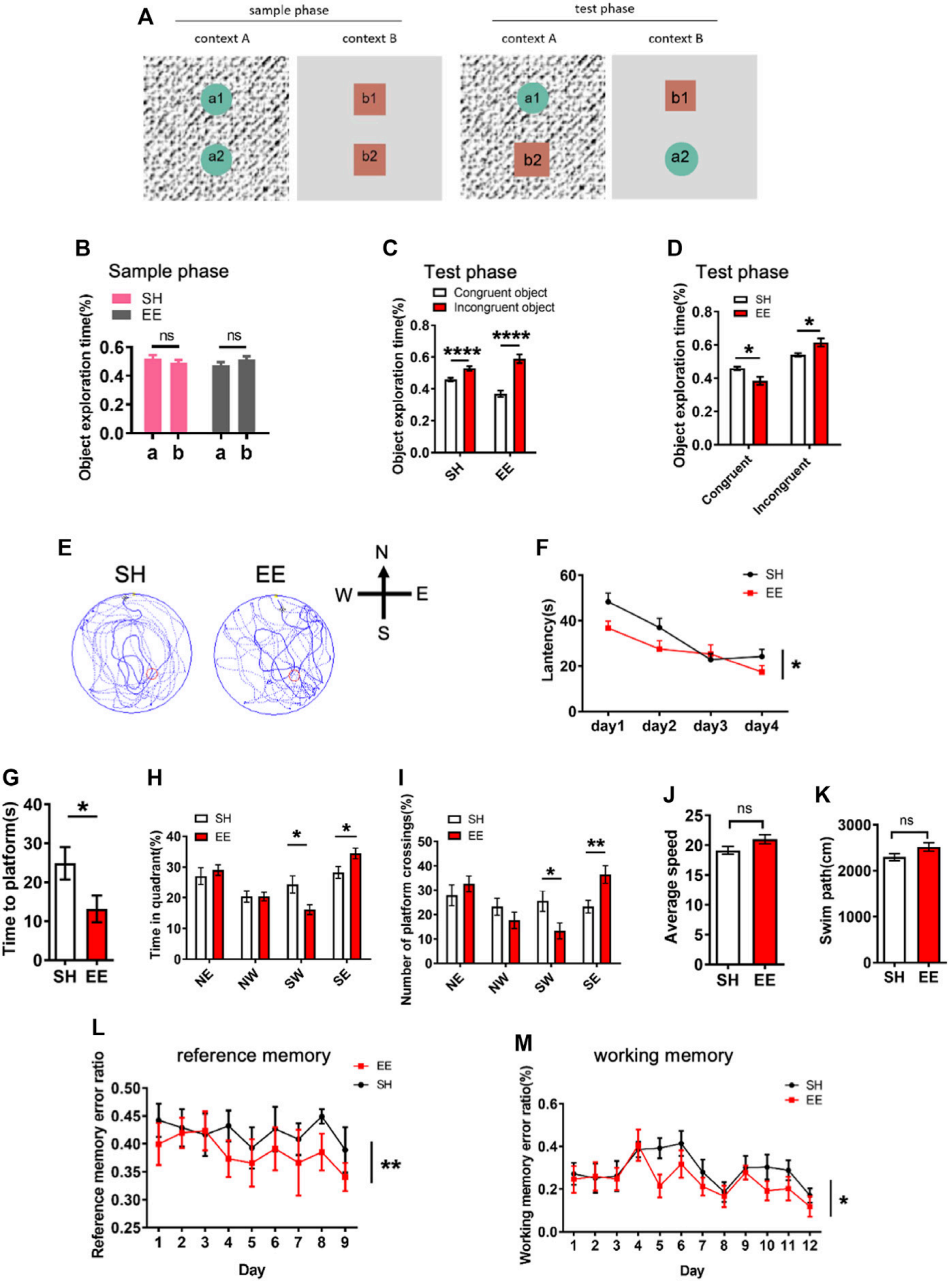
Enriched environment exposure enhances the learning and memory of mice. **(A)** Schematic illustration of pattern separation memory test. In the sample phase, mice were sequentially exposed to two similar but distinct contexts one and two containing pairs of identical objects. In the test phase, mice were placed in either context one or two containing one congruent object and one incongruent object. **(B)** Pattern separation memory test showed that SH and EE mice did now show a difference in the proportion of object exploration time during the sample phase. EE mice, *n* = 14; SH mice, *n* = 12. Values represent mean ± SEM; ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t-test. **(C**,**D)** Pattern separation memory test showed that SH and EE mice spent a greater proportion of time exploring the incongruent object **(C)**, but EE mice exhibit a higher proportion of time for an incongruent object **(D)** compared to SH mice during the test phase. EE mice, *n* = 14; SH mice, *n* = 12. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; unpaired Students t-test. **(E)** Representative images of the swimming path of SH and EE mice during the testing period in the Morris Water Maze test. **(F)** EE mice displayed shorter escape latency compared to SH mice during the training period in the Morris Water Maze test. SH, *n* = 7 mice; EE, *n* = 8 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; unpaired Students t-test. **(G**–**K)** Probe trial test results showed that EE mice displayed a shorter time to reach the platform **(G)**, longer time in the target quadrant field **(H)**, and more numbers of platform crossings **(I)**, while SH and EE mice exhibited similar swimming speed **(J)** and length **(K)**. SH, *n* = 7 mice; EE, *n* = 8 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; unpaired Students t-test. **(L**,**M)** Eight-arm maze test results showed that EE mice displayed lower error ratios of reference **(L)** and working **(M)** memory. SH, *n* = 7 mice; EE, *n* = 8 mice. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; unpaired Students t-test.

Furthermore, we performed a morris water maze (MWM) test and observed that EE-exposed mice displayed a shorter latency during the training period (Figures 2E,F). The probe trial test showed that EE-treated mice showed shorter latency, increased time in the target quadrant, and numbers of crossing the platform (Figures 2G–I), though SH and EE-treated mice exhibited similar swimming paths length and speed (Figures 2J,K). In addition, the eight-arm maze test showed that EE-exposed mice showed reduced working and reference memory error ratios compared to those of SH mice (Figures 2L,M). Collectively, these results suggest that EE exposure enhances the cognitive function of mice during postnatal neuronal development.

### Enriched Environment Treatment Alters the Neuronal Transcriptome

To uncover the molecular mechanism underlying EE exposure regulation of postnatal neurogenesis, we performed RNA-seq with RNA extracted from the hippocampi tissue of SH and EE mice, respectively. 

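Mice were weaned on postnatal day 21 and housed for 5 weeks in standard (SH) or enriched (EE) cages, and hippocampal RNA of 3 SH and 3 EE male C57BL/6 mice was sequenced at an age of 8 weeks. The authors mapped the reads to the mouse genome (mm10) with Hisat2, counted the reads on each gene with FeatureCounts and calculated FPKM from these counts and the gene length. The deposited table holds the read counts and FPKM of each library for 584 genes, with the authors' p-value and log2 fold change from edgeR, and the authors' p-value was at most 0.00995 in all of them. Of the other expressed genes, 308 with FPKM in the part of Supplementary Table S4 used here served for checks of scaling and GC content, and the rest were not analysed here. The ratio of count to FPKM differed between libraries by the same factor for every gene, which gave the number of reads behind each library's FPKM values. These totals were 31969156, 38584468 and 40319498 reads for SH replicates 1, 2 and 3, and 37507694, 42360349 and 53943195 reads for EE replicates 1, 2 and 3. The 584 genes held between 8.12% and 8.85% of these reads, and the smallest count of any gene in any library was 19. The mitochondrial gene COX1 alone took between 26.6% and 34.3% of the reads on the 584 genes. The counts were tested with edgeR's quasi-likelihood test, with these totals as library sizes and without a further scaling factor. Its dispersions were estimated over the 584 genes only. Because the genes had been selected for a difference between SH and EE, p-values within the table do not measure how many genes of the whole transcriptome changed, and Benjamini-Hochberg adjusted p-values cover the 584 genes only.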

Gene set enrichment analysis (GSEA) of RNA-seq data showed that all expressed genes were enriched in gene transcription and long-term memory (Supplementary Figures S2A,B). 

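Of the 584 genes of the deposited table, 246 had a higher mean FPKM in EE than in SH and 338 had a lower one. The direction of all 584 log2 fold changes was that of the authors' deposited table, and the values differed from those of the table by at most 0.028. In 531 genes (90.9%) all 3 libraries of one group lay above all 3 libraries of the other, 217 of them higher and 314 lower in EE, where 10% would do so by chance in genes that had not been selected. With edgeR's quasi-likelihood test, 112 genes were higher and 237 lower in EE at an unadjusted p-value under 0.01, and 583 of the 584 genes had an adjusted p-value under 0.05. With the libraries scaled to the median of 308 genes of Supplementary Table S4 that are outside the deposited table, 61 genes were higher and 269 lower. With the median deviation from the gene mean over the same 308 genes as the scaling, chosen after seeing the data, 181 genes were higher and 162 lower. With edgeR's TMM factors over the 584 genes, also chosen after seeing the data, 229 genes were higher and 53 lower at p under 0.01. TMM assumes that most genes are unchanged, which a list of DEGs does not meet, and it centred the log2 fold changes of these genes, with a median shift of 0.078. Most changes were small. The median absolute log2 fold change in the authors' deposited table was 0.22, its smallest was 0.13 and 7 genes reached an absolute log2 fold change of 1. The exons of the genes higher in EE had a median GC content of 44.1%, against 56.8% in the genes lower in EE.

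Among genes with a mean FPKM of at least 1, no overlap between groups and a limma p-value under 0.01, ATP8 (mitochondrial genome, 7766 to 7969 of GRCm38) had the largest rise, from an FPKM of 92.1 ± 14.9 (SD, n = 3) in SH to 305.6 ± 136.4 (SD, n = 3) in EE. ATP8 shares bases with the neighbouring gene ATP6 (7927 to 8607), so reads in the overlap cannot be assigned to a single gene. Its log2 fold change was 1.74 (standard error 0.30, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Xlr3b on chromosome X (73192150 to 73202930), with a log2 fold change of 1.34 (standard error 0.30, adjusted p = 0.014 from edgeR). Xlr3b belongs to a family of near-identical X-linked genes, between which the counting could have split reads. The lncRNAs Gm35037 and B230110G15Rik and the circadian gene Ciart rose by 0.78, 0.69 and 0.69 on the log2 scale. The 5 largest falls were those of the pseudogenes Gm14586 (-0.79), Gm7367 (-0.73), Gm1943 (-0.72) and Gm7099 (-0.60) and of the lncRNA Epb41l4aos (-0.56), given as log2 fold changes. In edgeR the unadjusted p was above 0.01 for B230110G15Rik (0.011), Gm7367 (0.012) and Gm7099 (0.013). It was under 0.01 for the other rises and falls named here. Reads on pseudogenes can derive from their parent genes.

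**Figure D1:**
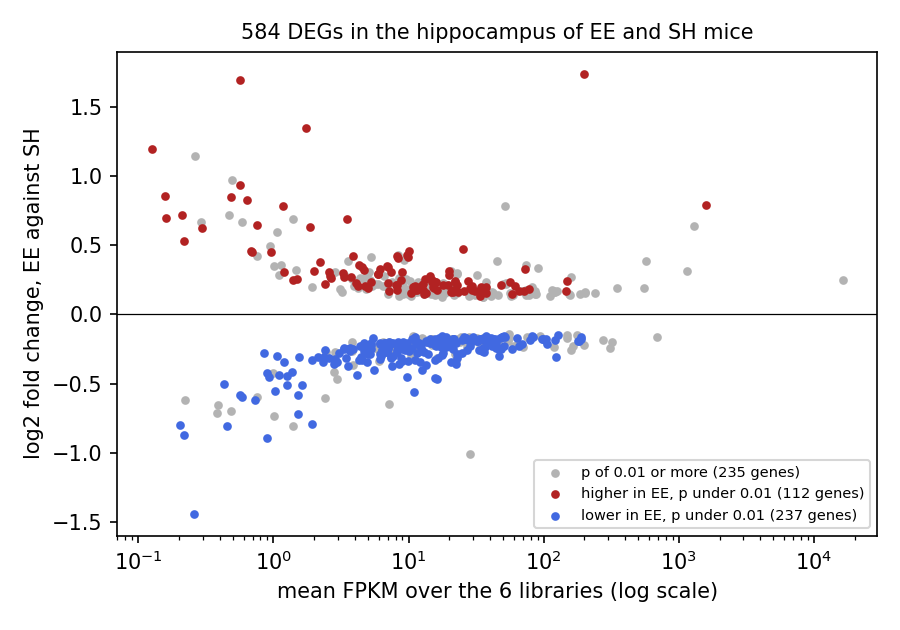
Log2 fold change between EE and SH against the mean FPKM over the 6 libraries (log scale), one point per gene for the 584 genes. Red and blue points are the 112 higher and 237 lower genes with an unadjusted p under 0.01 in edgeR's quasi-likelihood test, and grey points are the other 235 genes.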

The expression of 584 genes significantly alternated, 246 up- and 338 down-regulated, in the EE group compared to the SH group (Figure 3A and Supplementary Table S1). Gene ontology (GO) analysis revealed that up-regulated genes significantly enriched in terms relating to neuronal development, learning, cognition, and axon development, et al. (Figure 3B). 

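4 genes for subunits of the GABA-A receptor, an inhibitory chloride channel, were among the 584 DEGs, and all 4 had a higher mean FPKM in EE (Fisher's exact test against the other DEGs, two-sided, p = 0.031). Gabra5 on chromosome 7 of GRCm38 (57407669 to 57591016) had an FPKM of 67.4 ± 2.77 (SD, n = 3) in SH and 75.9 ± 1.34 (SD, n = 3) in EE, a log2 fold change of 0.17. Gabra4 (71569734 to 71658308) and Gabrb1 (71657921 to 72149572) on chromosome 5 both had a log2 fold change of 0.13. Gabra4 and Gabrb1 overlap in the annotation, so their counts are less certain where the counting did not use strand. In each of these 3 genes every EE library was above every SH library. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.016 for Gabra5, 0.019 for Gabra4 and 0.022 for Gabrb1. These genes differ in exon GC content, and after a correction for the slope of each library on GC content the log2 fold change was 0.19 for Gabra5, 0.07 for Gabra4 and 0.05 for Gabrb1. Gabra5 had an unadjusted p under 0.01 in edgeR both before and after that correction, and Gabra4 and Gabrb1 in neither case. With each library left out in turn and without the correction, Gabra5 was under 0.01 in 2 of the 6 fits. Gabra5 was above 0.01 with the replicate number as a block and with the libraries scaled to the median of the Supplementary Table S4 genes. Gabra4 and Gabrb1 were above it in both of these settings too. Scaled to the median deviation of the Supplementary Table S4 genes, chosen after seeing the data, all 3 genes were under 0.01.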

Cell component and molecular function enrichment analysis indicated that up- and down-regulated genes were involved in synapse development and neuronal activity (Figures 3C,D). Notably, compared to SH mice, up-regulated genes induced by EE exposure were significantly enriched in terms including axonogenesis, learning or memory, postsynaptic specialization, and ion channel activity (Figure 3E).

**FIGURE 3:**
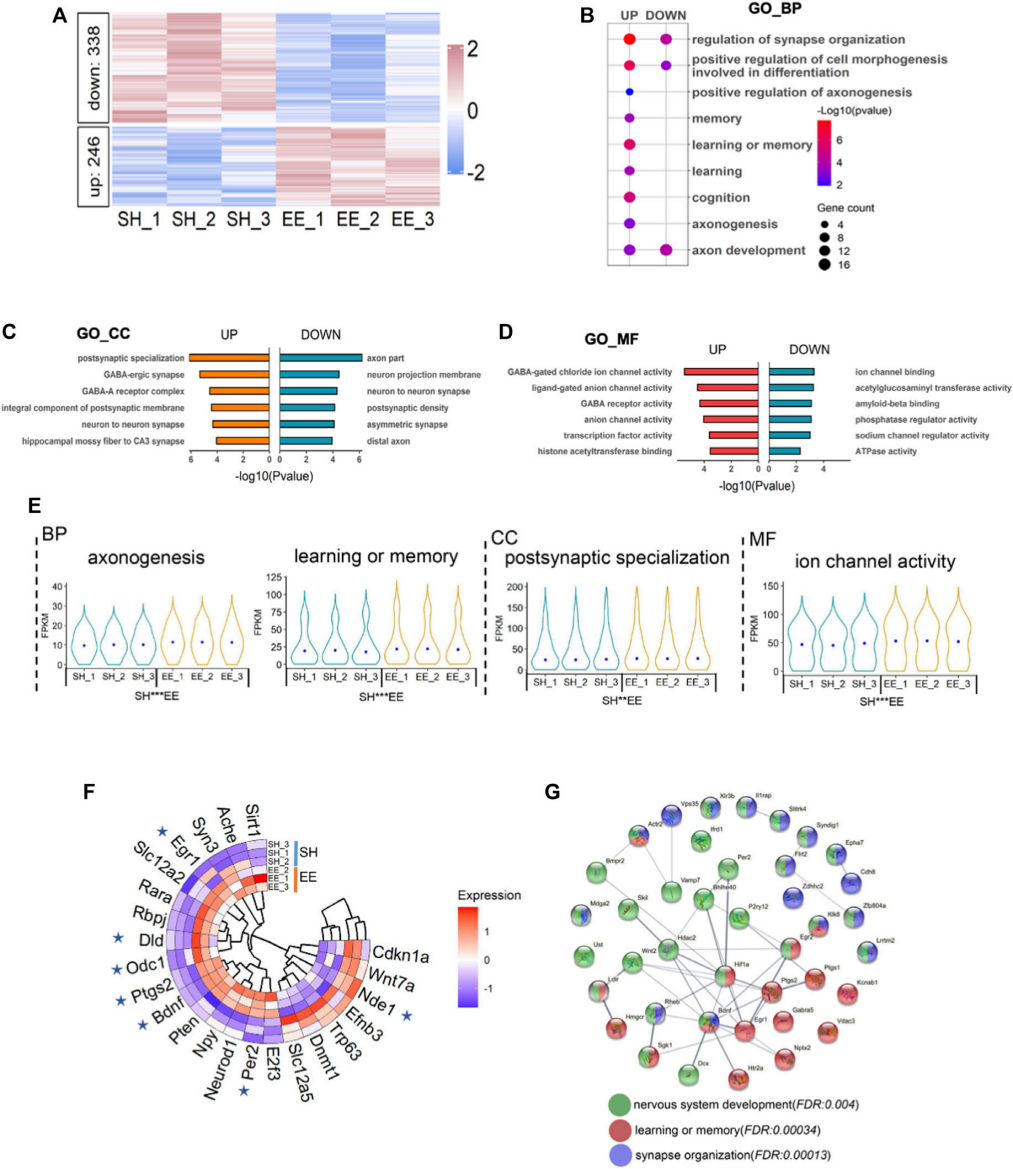
Enriched environment exposure leads to the altered transcriptome. **(A)** Heatmap illustrating the altered transcriptome in EE mice compared to SH mice. Red color, up-regulated genes; blue color, down-regulated genes. Three biological repeating brain samples of SH and EE mice were adopted for sequencing. **(B)** GO analysis of the up- and down-regulated genes revealed enrichment for biological process terms related to synapse organization, axon development, learning, and memory. **(C**,**D)** GO cell component (GO_CC) **(C)** and GO molecular function (GO_MF) enrichment analysis showed that differential expressed genes (DEGs) involve in synapse activity, especially GABAergic synapse. **(E)** Violin plots showed that up-regulated genes in the EE group significantly enriched in the indicated GO terms compared to the SH group. *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t-test. **(F)** Twenty-three genes in the MANGO database were revealed by our RNA-seq. Seven genes, six up- and one down-regulated, exhibited altered expression. **(G)** The interaction analysis showed up-regulated genes related to neuronal development (green), learning and memory (red), and synapse organization (purple).

We further performed an integrated analysis of the differentially expressed genes (DEGs) revealed by our RNA-seq with the genes in the MANGO database, which annotated 263 genes promoting the hippocampal neurogenesis (Overall et al., 2012). 23 genes revealed by our RNA-seq were identified in this database, and 7 of 23 genes showed the altered expression (Figure 3F and Supplementary Table S2). 

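Of the 23 genes in Supplementary Table S2, 7 were among the 584 genes of the deposited table. For the other 16 genes the paper's Table S2 gives p-values between 0.0124 and 0.049, above the threshold set for DEGs. Counts of these 16 genes were not analysed here.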

Six genes including *Egr1*, *Dld*, *Odc1*, *Ptgs2*, *Bdnf*, *Per2* were remarkably up-regulated, and one gene, *Nde1*, was significantly down-regulated in the EE group compared with the SH group (Figure 3F). In addition, protein interaction analysis showed that up-regulated genes coding proteins were enriched in terms of neuronal system development, learning and memory, synapse organization, and neurogenesis (Figure 3G). 

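Ptgs2 on chromosome 1 of GRCm38 (150100031 to 150108234) had an FPKM of 6.06 ± 0.37 (SD, n = 3) in SH and 7.72 ± 0.09 (SD, n = 3) in EE. Its log2 fold change was 0.35 (standard error 0.07, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 584 genes). Per2, also on chromosome 1 (91415977 to 91459351), had 6.67 ± 0.43 in SH and 8.24 ± 0.21 in EE, a log2 fold change of 0.31. Bdnf on chromosome 2 (109674700 to 109727043) had 7.96 ± 0.26 in SH and 9.48 ± 0.11 in EE, a log2 fold change of 0.25. In Ptgs2, Per2 and Bdnf the difference was larger than the spread between replicates, and with each library left out in turn the log2 fold change of Bdnf stayed between 0.23 and 0.27. Odc1 on chromosome 12 (17544808 to 17551502) had an FPKM of 27.6 ± 1.21 in SH and 31.0 ± 1.76 in EE, a log2 fold change of 0.17 with an unadjusted p of 0.015 from edgeR. The groups overlapped in the other two up-regulated genes. Egr1 on chromosome 18 (34861207 to 34864956) had 39.3 ± 9.71 (SD, n = 3) in SH and 51.3 ± 4.40 (SD, n = 3) in EE, and its log2 fold change of 0.39 ranged from 0.28 to 0.61 as each library was left out. Dld on chromosome 12 (31331562 to 31351471) had 80.6 ± 2.18 in SH and 90.4 ± 7.75 in EE, a log2 fold change of 0.17. This value ranged from 0.11 to 0.23 as each library was left out. After a correction for the slope of each library on GC content it was 0.09, with an unadjusted p of 0.11 from edgeR. Egr1 was also above 0.01 after that correction, and Ptgs2, Per2, Bdnf, Odc1 and Nde1 were under it. The unadjusted p-values of Egr1 and Dld were 0.018 and 0.023 from edgeR's quasi-likelihood test, and 0.0019 and 0.0086 in the authors' deposited table. Nde1 on chromosome 16 (14163275 to 14192928) fell from an FPKM of 14.3 ± 0.51 to 12.5 ± 0.22, with every EE library below every SH library. Its log2 fold change was -0.20 (standard error 0.06, adjusted p = 0.016 from edgeR). Its unadjusted p was under 0.01, also when scaled to the median of the Supplementary Table S4 genes, and above 0.01 with the replicate number as a block. Among scalings chosen after seeing the data, it was above 0.01 with the median deviation of these genes, with TMM (log2 fold change -0.12) and with DESeq2 (-0.09). With each library left out in turn, its log2 fold change stayed between -0.22 and -0.17, and its unadjusted p was under 0.01 in 0 of the 6 fits. For Ptgs2, Per2 and Bdnf it was under 0.01 in 6 of the 6 fits, for Odc1 in 2 and for Egr1 and Dld in 1 each.

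**Figure D2:**
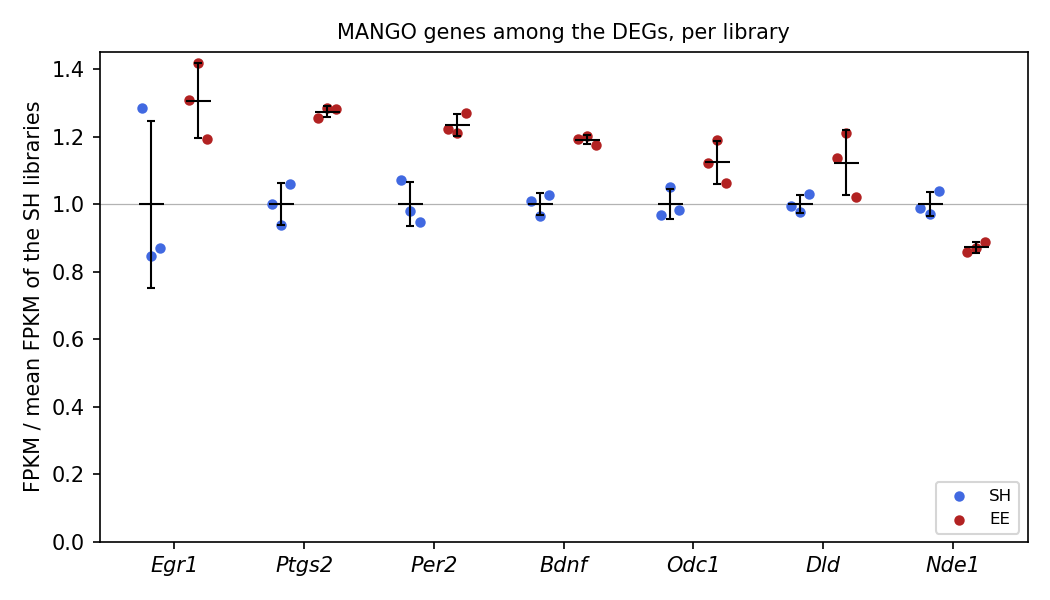
FPKM of each library divided by the mean FPKM of the 3 SH libraries, for the 7 MANGO genes among the DEGs. Points are libraries, and bars are the mean ± SD of 3 libraries. EE and SH points overlap in Egr1 and Dld and are apart in the other genes.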

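Of the 40 genes drawn in Figure 3G under the terms nervous system development, learning or memory, and synapse organization, 39 were in the deposited table, and all 39 had a higher mean FPKM in EE. Their log2 fold changes ran from 0.13 to 1.34 with a median of 0.21, and 20 of them had an unadjusted p under 0.01 in edgeR's quasi-likelihood test. In 35 of the 39 genes every EE library was above every SH library. Averaged over the 28 genes of nervous system development, log2(FPKM + 0.1) was 3.24 ± 0.03 (SD, n = 3) in SH and 3.53 ± 0.03 (SD, n = 3) in EE, a difference of 0.28. The 15 genes of learning or memory averaged 3.73 ± 0.05 in SH and 4.03 ± 0.06 in EE, a difference of 0.30, and the 16 genes of synapse organization 3.49 ± 0.03 and 3.77 ± 0.02, a difference of 0.27. For each of the 3 terms the exact permutation test gave p = 0.1 (two-sided), the smallest that 3 libraries against 3 allow, and the genes had been selected for being up-regulated. With a pseudocount of 1 in place of 0.1, the differences were 0.22, 0.25 and 0.23. After a correction for the slope of each library on GC content, 12 of the 38 genes with a GC value had an unadjusted p under 0.01.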

Together, these results suggest that EE exposure promotes the expression of genes associated with neurogenesis.

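Doublecortin (Dcx), a marker of immature neurons on chromosome X of GRCm38 (143855842 to 143933396), had an FPKM of 2.21 ± 0.09 (SD, n = 3) in SH and 2.57 ± 0.09 (SD, n = 3) in EE, with every EE library above every SH library. Its log2 fold change was 0.22 (standard error 0.07, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its unadjusted p in edgeR was under 0.01, but it was under 0.01 in 0 of the 6 fits that each left out one library, and above 0.01 with the replicate number as a block and with the libraries scaled to the median of the Supplementary Table S4 genes. Scaled to the median deviation of these genes, chosen after seeing the data, it was under 0.01. After the correction for GC content the log2 fold change was 0.14, with an unadjusted p above 0.01. From the altered MANGO genes and the terms of the up-regulated genes, the paper proposes that EE promotes the expression of genes associated with neurogenesis.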

### Enriched Environment Exposure Leads to the Alteration of m^6^A Modification

The dynamic m^6^A methylation has been shown to be involved in the regulation of neuronal development, neurogenesis, and cognition (Meyer et al., 2012; Shafik et al., 2021; Cao et al., 2020; Li et al., 2018; Chen et al., 2019; Shi et al., 2018; Wang et al., 2018a; Hess et al., 2013; Nainar et al., 2016; Yoon et al., 2017; Livneh et al., 2020; Yu et al., 2017). To determine whether m^6^A modification is involved in the regulation of EE exposure in neurogenesis and neuronal development, we performed RNA m^6^A MeRIP-seq with SH and EE-treated mouse brain samples. The analysis of MeRIP-seq data of SH and EE groups revealed m^6^A motifs, which included canonical and novel m^6^A motifs (Figure 4A) (Batista et al., 2014; Chen et al., 2019). EE-treatment substantially increased m^6^A enrichment in amplitude compared to the SH group (Figure 4B). MeRIP-seq data analysis also showed that the enriched distribution of m^6^A peaks was close to stopping codons in both SH and EE groups (Figure 4C and Supplementary Figures S3A,B), whereas EE exposure increased the distribution of m^6^A methylation on coding sequence (CDS) compared to SH group (Figure 4C and Supplementary Figures S3A,B). Totals of 58,062 and 71,370 m^6^A peaks were identified in the SH group and EE group, respectively (Figure 4D and Supplementary Table S3). Among the identified peaks, 37,511 m^6^A peaks were overlapped between SH and EE groups; 18,366 m^6^A peaks were specific in the SH group and 30,511 m^6^A peaks were specific in the EE group, respectively (Figure 4D and Supplementary Table S3). The hypermethylated m^6^A peaks are predominantly localized at 3′ untranslated region (3′UTR) and coding sequence (CDS), whereas the hypomethylated peaks are predominantly localized at 3′UTR (Supplementary Figure S3C). As to the 37,511 overlapped m^6^A peaks, 2021 overlap_hyper- and 123 overlap_hypo-methylated m^6^A peaks were identified in the EE group compared to the SH group, respectively (Figure 4E and Supplementary Table S3).

**FIGURE 4:**
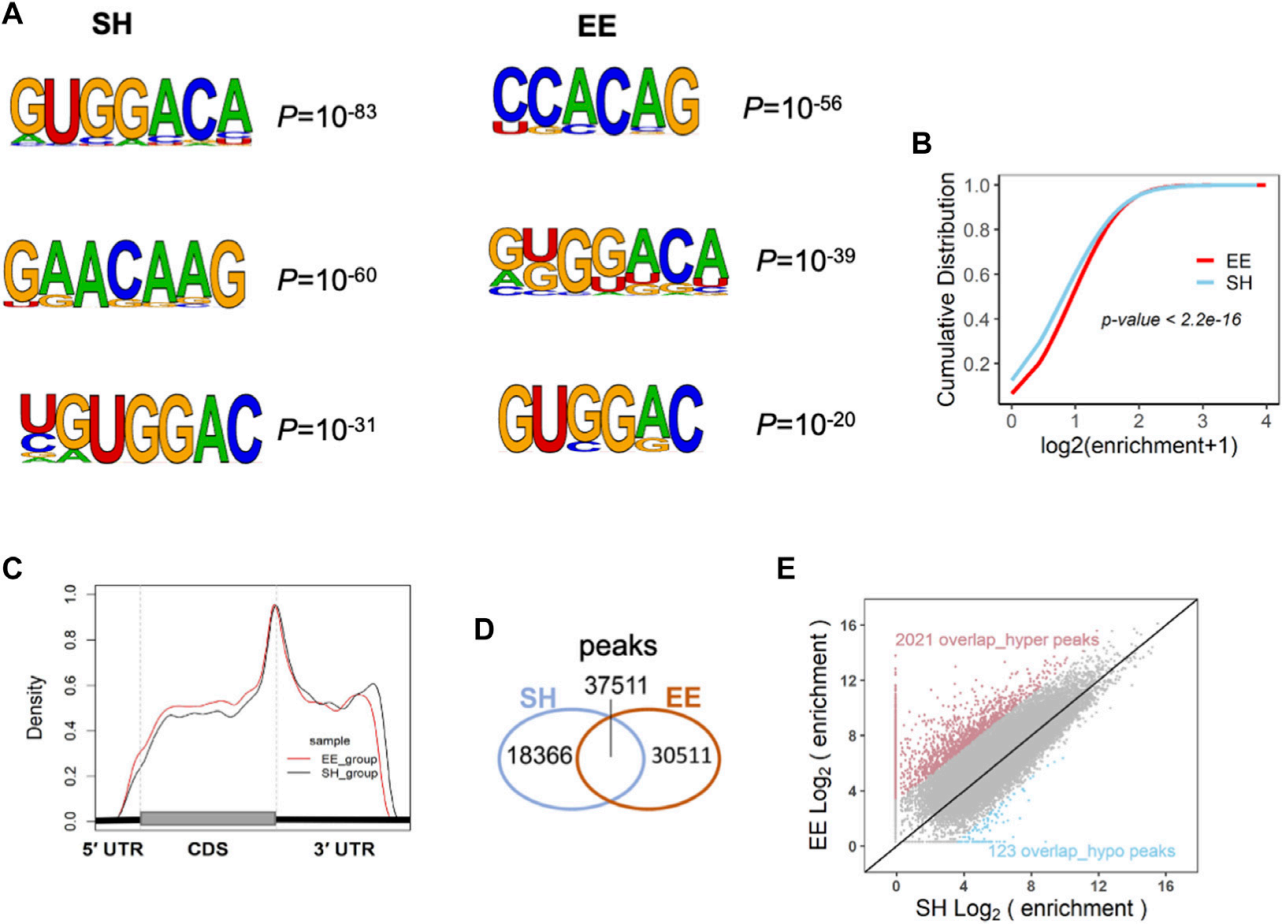
Enriched environment exposure alters the transcriptome-wide distribution of m^6^A. **(A)** MeRIP-seq data analysis revealed the sequence motif of m^6^A modification in SH and EE groups. **(B)** Cumulative distribution of m^6^A abundance (log_2_(enrichment folds+1)) in SH (blue line) and EE (red line) groups. *p* value was calculated using the two-sided Wilcoxon and Mann–Whitney test. **(C)** The distribution pattern of m^6^A modification in the transcriptome of the hippocampal tissues of SH and EE mice. m^6^A tag was significantly enriched around the stop codon of mRNAs. **(D)** Venn diagram illustrating the specific and overlapped m^6^A peaks in the transcriptome of the hippocampal tissues of SH and EE mice. **(E)** Scatterplot showing the differential m^6^A enrichment of the overlapped peaks between SH and EE groups, including 2021 hyper-methylated peaks (red dots) and 123 hypo-methylated peaks (blue dots) in the EE group.

We examined the differential m^6^A peaks identified in our study with the m^6^A sites included in the m^6^A atlas database, which collected 442,162 reliable m^6^A sites (Tang et al., 2021). Among 32,532 hyper_m^6^A peaks, 4309 peaks were mapped to 8856 m^6^A sites, which were correlated to 3541 genes, and 28,223 peaks were unmapped. Among the total of 18,489 hypo_m^6^A peaks, 1592 peaks were mapped to 3024 m^6^A sites, which were correlated to 1541 genes, and 16,897 peaks were unmapped (Supplementary Figures S3D,E). GO analysis showed that genes correlating to hyper_m^6^A peaks-mapped sites enriched terms for neuronal development, and genes correlating to hypo_m^6^A peaks-mapped sites enriched terms for cell cycle (Supplementary Figures S3F,G). We also analyzed the conservation of m^6^A peaks identified in our study by mapping to the ConsRM database (Song et al., 2021). SH and EE total m^6^A peaks were mapped to 11,058 and 11,464 ConsRM m^6^A sites, respectively (Supplementary Figures S3H,I). In addition, hyper_m^6^A peaks were mapped to 1859 ConsRM m^6^A sites, which were correlated to 1042 genes and hypo_m^6^A peaks were mapped to 595 ConsRM m^6^A sites, which were correlated to 389 genes, respectively (Supplementary Figure S3J). GO analysis showed that genes correlating with hyper_m^6^A peaks mapped m^6^A sites enriched terms for neuronal development, and genes correlating to hypo_m^6^A peaks-mapped sites enriched terms for cell cycle (Supplementary Figures S3K,L). These results suggest that EE exposure induces differential m^6^A modification in the brain, which could involve regulating neuronal function.

### Differentially Expressed Transcripts With Differential m^6^A Modification Involves in Neuronal Development

To examine the effects of EE exposure-induced the altered m^6^A modification on gene expression, we next performed the integrated analysis with MeRIP-seq data and RNA-seq data. As to the 37,511 common m^6^A peaks identified in both SH and EE groups, 123 overlap_hypo- and 2021 overlap_hyper-methylated m^6^A peaks were related to 119 and 1748 genes, respectively (Figure 5A and Supplementary Table S4). GO analysis revealed that both overlap_hyper and overlap_hypo m^6^A peaks-related genes were significantly enriched in biological processes relating to neuronal development and function, such as learning or memory, synaptic organization and plasticity, mRNA processing, *etc* (Figures 5B,C).

**FIGURE 5:**
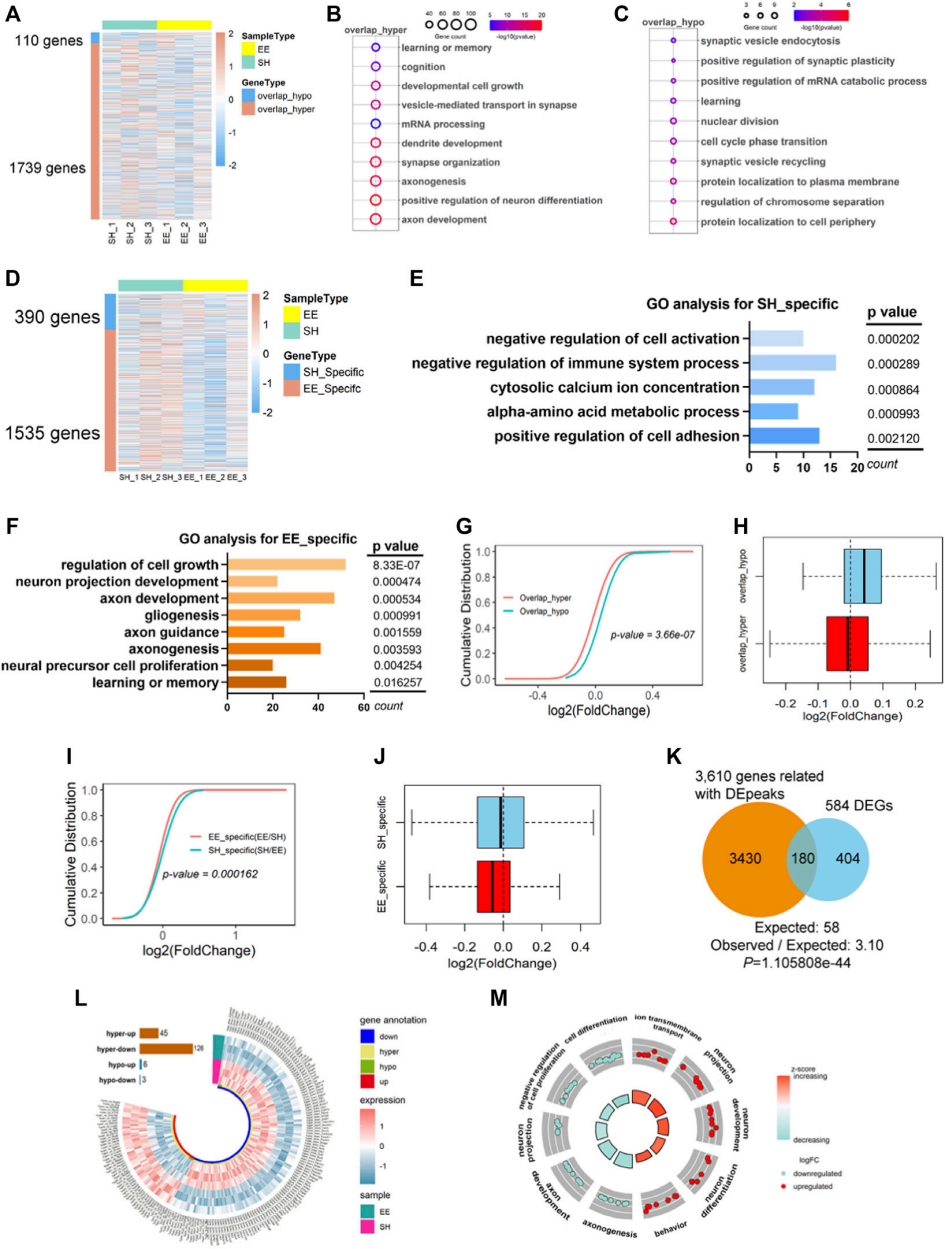
Differentially expressed transcripts with differential m^6^A modification involve in neuronal development. **(A)** Heatmap illustrating the 110 overlapped hypo-m^6^A (overlap_hypo) and 1739 hyper-m^6^A (overlap_hyper) peaks associated genes respectively. Three biological repeating hippocampal samples of SH and EE mice were adopted, respectively. **(B**,**C)** GO analysis shows that the functional enrichment of overlap_hyper- **(B)** and overlap_hypo-peaks **(C)** associated genes enriched learning and memory, synaptic development, and axon development. **(D)** Heatmap illustrating the 390 genes related to SH specific m^6^A peaks and 1535 genes related to EE specific m^6^A peaks. Three biological repeating hippocampal samples of SH and EE mice were adopted, respectively. **(E)** Top GO biological terms of specific m^6^A peaks associated genes in the SH group. Results show these genes were enriched in negative regulation of cell activation, metabolic process, and cell adhesion. **(F)** Top GO biological terms of specific m^6^A peaks associated genes in EE group. Results show these genes were enriched in the regulation of cell growth, neuronal development, axon development, and learning. **(G**,**H)** Cumulative curves **(G)** and box plot **(H)** of log_2_(fold change of gene expression). The red line and box plot show the expression of overlap_hyper-m^6^A methylation peaks associated with genes in SH and EE groups. The greenline and box plot show the expression of overlap_hypo-m^6^A methylation peaks associated with genes in SH and EE groups. **(I**,**J)** Cumulative curves **(I)** and box plot **(J)** of log_2_(fold change of gene expression). The green line and box plot shows SH-specific m^6^A peaks associated with genes. Redline and box plot show EE-specific m^6^A peaks associated with genes. **(K)** Venn diagram showing the overlapped genes between differential m^6^A peaks (including overlap_hyper, overlap_hypo, and SH/EE specific peaks) associated genes and differentially expressed genes (DEGs). *p* values were calculated by a hypergeometric test. **(L)** Circos plot showing the distribution of hyper-up, hyper-down, hypo-up, and hypo-down associated genes in EE group compared to SH group. hyper, including EE specific and overlap_hyper m^6^A peaks in EE group; hypo, including SH specific and overlap_hypo m^6^A peaks in EE group. **(M)** GO Circle visualization of 10 of the most relevant functional categories related to neurodevelopment and learning (five hyper-up regulated and five hyper-down regulated) in the EE group versus SH. The outer circle shows the log2 fold change (FC) of the genes in each category, the height of the inner bar plot indicates the significance level of the GO term (−log10(FDR)), and the color represents the Z score.

Next, we correlated specific m^6^A peaks with gene expression in SH and EE groups, respectively. We observed that the identified specific m^6^A peaks corresponded to 390 and 1535 genes in the SH group and EE group, respectively (Figure 5D and Supplementary Table S5). GO analysis showed that EE-specific m^6^A peaks-associated genes were enriched for regulation of cell growth, axon development, gliogenesis, *etc*, whereas SH-specific m^6^A peaks-associated genes were enriched for terms including negative regulation of cell activation and negative regulation of immune system process (Figures 5E,F). We observed that overlapped hypo-m^6^A modification-associated genes showed higher expression compared to that of hyper-m^6^A modification-associated genes (Figures 5G,H). 

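The m6A immunoprecipitation libraries were not analysed here, and the gene lists are those of Supplementary Table S4. Of the paper's 110 genes with overlapped hypo-m6A peaks, 3 were in the deposited table, and all 3 had higher mean FPKM in EE than in SH, with a median log2 fold change of 0.20. Of the paper's 1739 genes with overlapped hyper-m6A peaks, 103 were in the deposited table, 37 higher and 66 lower in EE, with a median log2 fold change of -0.18. Fisher's exact test of the direction between both lists gave p = 0.051 (two-sided), the smallest that 3 genes, all higher, can give against these 103, so it could not pass 0.05. Genes outside the deposited table are not covered by these counts.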

Consistently, specific m^6^A modification was correlated with the decreased gene expression in both SH and EE groups (Figures 5I,J).

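The lists of Supplementary Table S6 name 171 genes with hyper m6A and 9 with hypo m6A. All 180 were in the deposited table, 30.82% of its 584 genes, and no gene was in both lists (0 shared). At an unadjusted p under 0.01 in edgeR's quasi-likelihood test, 111 of the 171 genes with hyper m6A differed between SH and EE, 23 higher and 88 lower in EE.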

We next combined the gene lists with differential peaks, including specific peaks and overlapped_hyper and overlapped_hypo peaks, and harvested 3610 genes; 180 of these 3610 genes (4.99%) were overlapped with differential expressed genes (DEGs) (584) revealed by RNA-seq (30.82%) (Figure 5K and Supplementary Table S6). 

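The genes with hyper m6A had a median log2 fold change of -0.20 between EE and SH. 126 of the 171 genes (73.7%) had a lower mean FPKM in EE and 45 a higher one. Among the 404 DEGs without a differential m6A peak in Supplementary Table S6, 208 (51.5%) were lower and 196 higher. The odds of being lower were 2.63 times as high with hyper m6A (95% confidence interval 1.76 to 4.0, Fisher's exact test, two-sided, p = 8.2e-07). The genes with hyper m6A also had a higher exon GC content, with a median of 56.9% against 51.1%. Within 4 strata of GC content the odds ratio was 1.5 (95% confidence interval 0.84 to 2.68, exact conditional test, p = 0.17). The odds ratios of the single strata ran from 0.55 to 2.45, so their direction was not the same in all strata. The paper called m6A peaks against an input sample. If these RNA-seq libraries were that input, fewer reads in EE could by themselves favour a hyper m6A call, which was not tested.

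**Figure D3:**
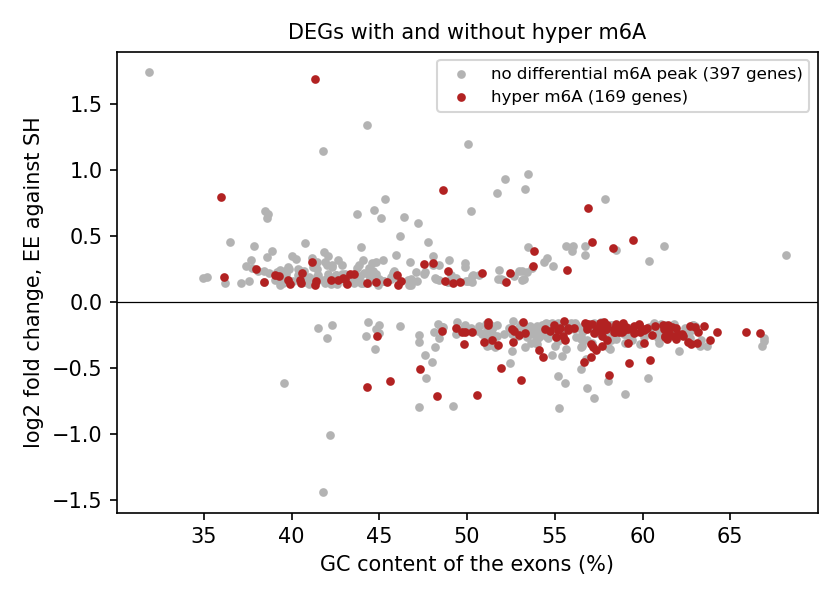
Log2 fold change between EE and SH against the GC content of the exons, one point per DEG with a GC value, for 169 genes with hyper m6A (red) and 397 without a differential m6A peak (grey). Genes below 0 lie mostly at a higher GC content than genes above 0 in both sets.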

Forty-five genes with hyper m^6^A modification were up-regulated (hyper_up), and 126 genes with hyper m^6^A modification were down-regulated (hyper_down) (Figure 5L and Supplementary Table S6). 

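Of the 9 genes with hypo m6A in Supplementary Table S6, 5 had a higher and 4 a lower mean FPKM in EE. Skil on chromosome 3 of GRCm38 (31095058 to 31122923) had an FPKM of 11.9 ± 0.49 (SD, n = 3) in SH and 13.8 ± 0.72 (SD, n = 3) in EE, a log2 fold change of 0.22. Rapgef5 on chromosome 12 (117516526 to 117759737) had 27.3 ± 0.54 and 31.3 ± 1.23, a log2 fold change of 0.20. Mob4, the pseudogene Gm5454 and Usmg5 rose by 0.17, 0.25 and 0.31 on the log2 scale, and the libraries of both groups overlapped in Usmg5. Adamts2 on chromosome 11 (50602085 to 50807573) fell from 1.03 ± 0.03 to 0.77 ± 0.05, a log2 fold change of -0.42. C77080, Prrt3 and Gatsl2 had log2 fold changes of -0.45, -0.29 and -0.18. Adjusted p-values of the 9 genes lay between 0.014 and 0.019 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unadjusted p-values were above 0.01 for Gm5454 (0.012), Usmg5 (0.015) and Gatsl2 (0.011). After a correction for the slope of each library on GC content, all 9 log2 fold changes were smaller in size, 0.07 for Mob4 and 0.14 for Skil. Only Rapgef5 and Adamts2 then had an unadjusted p under 0.01. The paper proposes that m6A modification takes part in regulating the expression of genes of neuronal development. It draws this from several results of that section. They include the expression and GO terms of genes with overlapped and with specific peaks. They also include the overlap between DEGs and genes with differential m6A and the GO terms of the DEGs with hyper m6A.

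**Figure D4:**
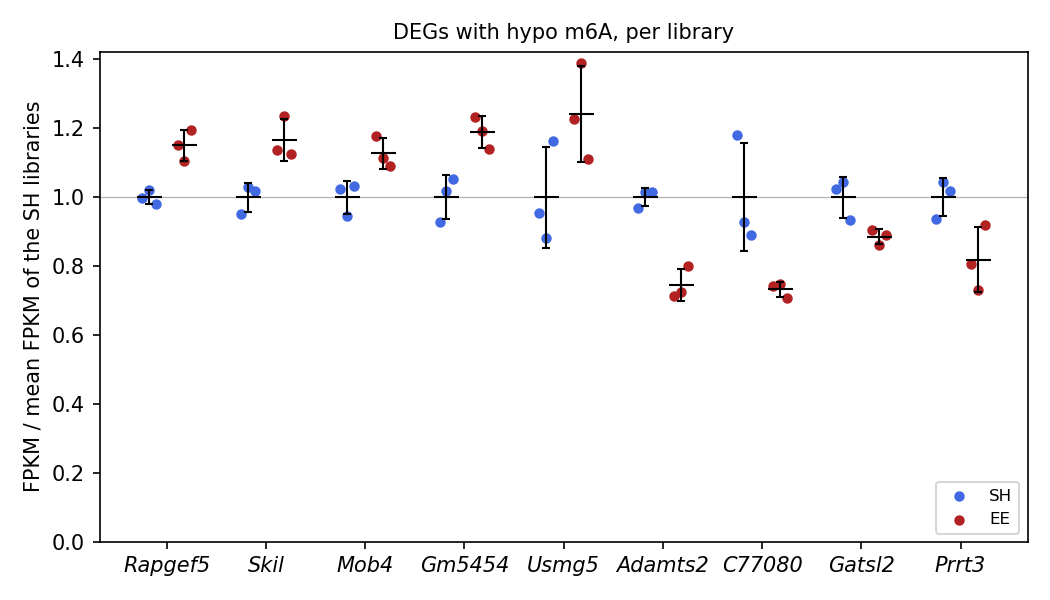
FPKM of each library divided by the mean FPKM of the 3 SH libraries, for the 9 DEGs with hypo m6A. Points are libraries, and bars are the mean ± SD of 3 libraries. Rapgef5, Skil, Mob4, Gm5454 and Usmg5 are higher in EE, and Adamts2, C77080, Gatsl2 and Prrt3 are lower.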

Six genes with hypo m^6^A modification displayed increased expression, and three with hyper m^6^A modification displayed decreased expression (Figure 5L and Supplementary Table S6). Furthermore, GO analysis revealed that both hyper_up and hyper_down genes enriched for the terms including neuronal projection, neuron development, cell differentiation, and so on (Figure 5M). Together, these results suggest that differential m^6^A modification is involved in regulating the expression of genes related to neuronal development and neurogenesis.

### Fto Involves in EE Exposure-induced Differential m^6^A Modification

Next, we performed an m^6^A dot blot and compared the levels of total m^6^A levels between SH and EE-treated mice. m^6^A dot blot assay and data analysis showed that the global level of m^6^A increased in the hippocampal tissues of EE exposed mice compared to that of SH mice (Figures 6A,B). In addition, MeRIP data analysis also revealed an increase in m^6^A modification in EE exposed mice compared to SH mice (Figure 6C).

**FIGURE 6:**
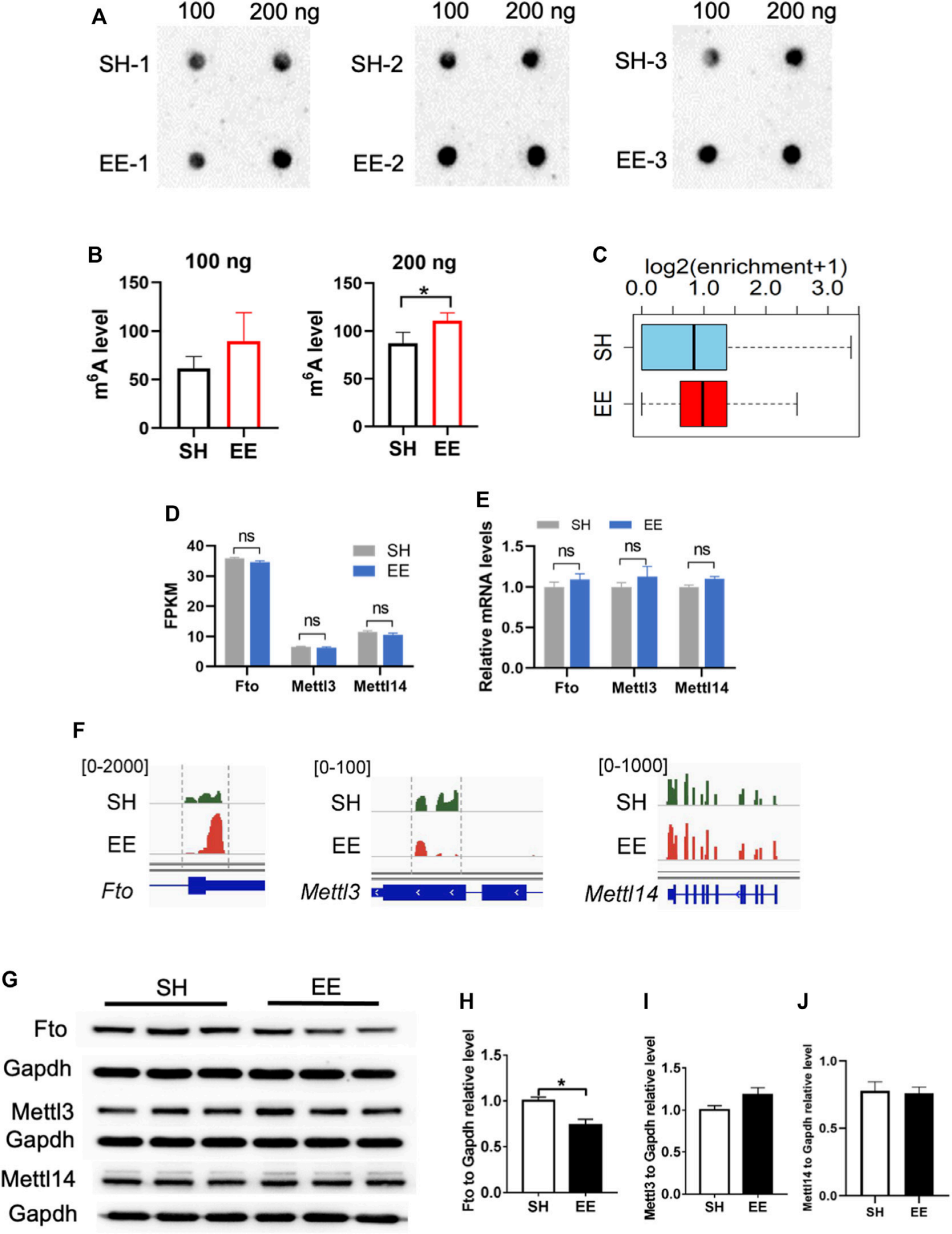
Fto involves in EE exposure-induced differential m^6^A modification. **(A**,**B)** m^6^A dot blot and quantification results showed that EE exposure induced a decrease of global m^6^A level compared to that of SH mice. *n* = 3 independent experiments. Values represent mean ± SEM; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t test. **(C)** Box plot of (log_2_(enrichment +1)) in SH (blue box) and EE (red box) groups. *p* value was calculated using two-sided Wilcoxon and Mann–Whitney test. **(D)** FPKM values of m^6^A writers *Mettl3*, *Mettl14*, and *Fto*. Values represent mean ± SEM; ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t test. **(E)** qRT-PCR results showing the expression of m^6^A writers *Mettl3*, *Mettl14*, and *Fto*. *n* = 3 independent experiments. Values represent mean ± SEM; ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t test. **(F)** IGV screenshots showing the altered m^6^A modification on Fto, Mettl3 and Mettl14 hypermethylation in EE compared to SH in the 3′ UTR of *Fto*. **(G**–**J)** Representative Western blot images **(G)** and quantification results **(H**–**J)** showed that EE exposure led to a decrease of FTO protein, whereas the levels of METTL3 and METTL14 were not changed. *n* = 3 independent experiments. Values represent mean ± SEM; ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; unpaired Students t test.

Next, we examined the expression of several key genes related to m^6^A modification including Fto, Mettl3, and Mettl14. 

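Of Fto, Mettl3, Mettl14, Wtap, Rbm15 and Rbm15b, 0 of 6 are among the 584 genes of the deposited table, in which the authors' p-value was under 0.01 for every gene. Their counts were not analysed here.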

Although the expression of *Fto*, *Mettl3*, *Mettl14*, *Wtap*, *Rbm15,* and *Rbm15b* did not show significant differences at the mRNA level (Figures 6D,E, and Supplementary Figure S4A), *Fto* and *Mettl3* displayed differential m^6^A modification (Figure 6F). Western blot assay and data analysis showed that the protein level of Fto significantly decreased in EE exposed mice compared to that of SH mice (Figures 6G,H), but we did not observe a significant change in the levels of METTL3 and METTL14 (Figures 6G,I,J). These results together suggest that the Fto mediated the differential m^6^A mRNA modification induced by EE exposure.

## Discussion

In the present study, we investigated the effects of the enriched environment (EE) on neurogenesis and its related mechanisms during postnatal neuronal development. We found that EE exposure enhanced neurogenesis and cognition of mice. RNA sequencing revealed that EE exposure altered the transcriptome, which was related to neurogenesis, neuronal development, and so on. EE exposure altered the global level of mRNA m^6^A and several novel m^6^A motifs were uncovered besides canonical motifs. In addition, EE exposure induced differential m^6^A mRNA modification. Only 21.8% of differential peaks were mapped to the m^6^A atlas database, which included some “known m^6^A sites” (Tang et al., 2021), and around half of the differential peaks (49.5% in the SH group and 51.3% in EE group) were mapped to ConsRM database (Song et al., 2021). Genes correlated by these sites are involved in axon development and the cell cycle. These results suggest that epitranscriptome respond to environmental stimuli novel m^6^A sites could involve in the altered transcriptome during the postnatal neuronal development. Genetic manipulation of m^6^A writers, erasers, and readers affected m^6^A methylation level and altered gene expression, which in turn regulated neuronal development and neurogenesis, and involves in neurological disease (Hess et al., 2013; Batista et al., 2014; Wang et al., 2014; Sevgi et al., 2015; Nainar et al., 2016; Widagdo et al., 2016; Bartosovic et al., 2017; Li et al., 2017b; Yu et al., 2017; Wang et al., 2018a; Engel et al., 2018; Chen et al., 2019; Du et al., 2019; Cao et al., 2020; Gao et al., 2020; Livneh et al., 2020; Shafik et al., 2021). m^6^A methylation plays the regulatory role of gene expression at transcriptive and translational levels (Fu et al., 2014; Aguilo et al., 2015; Chen et al., 2016; Yang et al., 2018; Chen et al., 2019). Our present study also showed that more than one-third of differentially (including up- and down-regulated) expressed genes displayed differential m^6^A methylation induced by EE exposure. An enriched environment promotes neurogenesis and improves the learning of adult and aged animals (Kempermann et al., 1997; Nilsson et al., 1999; van Praag et al., 2005; Kempermann, 2019; Gronska-Peski et al., 2021). In addition, environmental stimuli induce structural changes in the brain, promote the development of behavioral variability, and generate persistent individualized behavior in mice (Freund et al., 2013; Kempermann, 2019; Zocher et al., 2020). One of the underlying mechanisms is the interaction between environmental stimuli and epigenetics.

Enriched environment exposure displays effects on DNA methylation (5-methylcytosine, 5mC), 5-hydroxymethylation (5-hydroxymethylcytosine, 5hmC), and histone modifications (Fischer et al., 2007; Irier et al., 2014; Zocher et al., 2021). Our present results showed that an enriched environment not only affects the global level of mRNA m^6^A but also induces the differential m^6^A mRNA modification. Previous studies had shown that both m^6^A writers and erasers play an important function in the neuronal system (Hess et al., 2013; Sevgi et al., 2015; Nainar et al., 2016; Widagdo et al., 2016; Li et al., 2017b; Wang et al., 2018a; Shi et al., 2018; Weng et al., 2018; Chen et al., 2019; Cao et al., 2020; Gao et al., 2020), however, our present data showed that EE exposure display significant effects on the expression of m^6^A eraser FTO, but not the key m^6^A writers METTL3 and METTL14. Although the underlying mechanism is unclear, we speculate that EE exposure induced more activity in animals, which could affect the metabolic state of animals, and consequently alter the expression of FTO. In summary, our results suggest an effect of an enriched environment on mRNA m^6^A modification and add a novel layer for the interaction between environment and epigenetics in the context of neuronal development.

## Materials and Methods

### Animals and Enriched Environment

Male C57BL/6 mouse pups were weaned at the age of 3-week, randomly grouped, and housed in the standard cage (SH) and enriched environment (EE), respectively (Supplementary Figure S1A). As to the EE housing, the cage was equipped with plastic toys, tunnels, and hideouts, which were replaced and rearranged every week. Five weeks later (at the age of postnatal 8-week), behavioral tests and multiple assays were performed to analyze the effects of EE exposure.

Mice were housed in the laboratory animal center of Zhejiang University under 12-h light/12-h dark conditions with free access to food and water. All animal experiments were carried out following the protocols approved by the Zhejiang University Animal Care and Use Committee.

### BrdU Administration and Preparation of Brain Sections

Animals were injected intraperitoneally (i.p.) with BrdU (50 mg/kg) at the age of 8-week, six times in 24 h with an interval of 4 h (proliferation assay), and two times per day with an interval of 12 h for three consecutive days (differentiation assay) (Supplementary Figures S1B,C). Animals were sacrificed at 1 day, 1 or 4 weeks (s) post the final BrdU injection, respectively (Supplementary Figures S1B,C). At the scheduled time point, mice were transcardially perfused with ice-cold phosphate-buffered saline (PBS) followed by 4% paraformaldehyde and complete dehydration with 30% sucrose at 4°C. Coronal sections were cut with a cryostat (Leica, CM 1950) and collected into the cryoprotectant solution. Sections were stored in cryoprotectant solution at −20°C until further processing.

### Immunofluorescence Staining and Cell Quantification

For immunostaining, every one in six serial coronal sections containing the hippocampal region were picked up and six to eight sections of each animal were adopted for the assay. After being washed with PBS following the treatment with a blocking solution containing 3% normal goat serum and 0.1% Triton X-100 in PBS for 1 h at room temperature, sections were incubated with primary antibodies overnight at 4°C. For BrdU immunostaining, samples were pretreated with 1 M HCl at 37°C for 30 min before blocking. On the second day, sections were incubated with fluorescent secondary antibodies for 1 h at room temperature. After washing, samples were mounted onto glass slides and images were captured using a Nikon inverted microscope. The numbers of BrdU^+^, BrdU^+^DCX^+,^ and BrdU^+^NeuN^+^ cells were quantified. The representative images were captured with an Olympus FLUOVIEW FV3000 confocal microscope. The following primary antibodies were used: anti-BrdU (Catalog# ab6326; Abcam), anti-DCX (Catalog# 4604; Cell Signaling Technology), and anti-NeuN (Catalog# MAB377; Millipore). The used secondary antibody included AlexaFluor568 goat anti-rat (Cat# A11077; Thermo Fisher Scientific), AlexaFluor488 goat anti-mouse (Catalog# A11001; Thermo Fisher Scientific), and AlexaFluor568 goat anti-rabbit (Cat#A11036; Thermo Fisher Scientific).

### Western Blot

Tissue samples were homogenized in RIPA lysis buffer (Catalog# ab156034; Abcam) containing 1X protease inhibitor cocktail (Catalog# 04693124001; Sigma). Protein of 20 μg was subjected to SDS-PAGE separation, and the membrane was incubated with primary antibodies overnight at 4°C. The used primary antibodies included anti-METTL3 (Catalog# 21207-1-AP; Proteintech), anti-METTL14 (Catalog# HPA038002; ATLAS), anti-FTO (Catalog# PA1-46310; Thermo Fisher Scientific) and anti-GAPDH (Catalog# AM4300; Thermo Fisher Scientific). On the second day, HRP conjugated secondary antibodies were applied for 1 h at room temperature. The signal was detected by Tanon 5200 detection system (Shanghai, China). The intensity of immunoblot bands was normalized to Gapdh and analyzed with ImageJ software.

### RNA Isolation and m^6^A Dot-Blot Assay

Total RNA was extracted with TRIzol reagent (Catalog# 1559 ‘6018; Thermo Fisher Scientific) following the manufacturer’s protocol. For the m^6^A dot-blot assay, total RNA samples were denatured at 65°C and then spotted onto Hybond N+ membranes (Catalog# NP1096; GE Healthcare). Membranes were blocked with 5% milk for 1 h at room temperature followed by the incubation with an anti-m^6^A antibody (Catalog# 202003; Synaptic Systems) overnight at 4°C. On the second day, HRP-conjugated secondary antibody was applied for 30 min at room temperature. The signal was detected Tanon 5200 detection system and analyzed with ImageJ software.

### RNA-Seq and Data Analysis

Total RNA concentration was determined spectrophotometrically using NanoDrop (NanoDrop Technologies). RNA integrity value (RIN) was determined with the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies Inc.). Sequencing libraries were generated and index codes were added to attribute sequences to each sample using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB).

For RNA-seq data analysis, raw reads of fastq format were processed and clean reads were generated by removing reads containing adapter and ploy-N from raw data. Reads were mapped to the mouse genome (mm10) with Hisat2 by the default parameters (Kim et al., 2015). The read numbers mapped to each gene were counted with FeatureCounts 1.5.0-p3. Fragments per kilobase of exon per million mapped reads (FPKM) of each gene were calculated based on the length of the gene and reads mapped to this gene. Differentially expressed genes (DEGs) between samples were analyzed with edgeR. *p*-Value of 0.01 and absolute fold change of 1 were set as the threshold for differential significance of expression.

### MeRIP-Seq Data Analysis

MeRIP-seq data analysis was performed as described previously (Chen et al., 2019). Briefly, adaptor sequences and bases with low quality were removed from raw reads with Trimmomatic software (Bolger et al., 2014). The clean reads were then aligned to the mouse genome (mm10) using Hisat2 with default parameters (Kim et al., 2019). Only unique mapped reads with mapping quality ≥30 were adopted for the subsequent analysis.

For MeRIP-seq peak calling, MACS2 (version 2.2.7) was run with the default options except for “-p 0.05 -nomodel, -keepdup all” to turn off fragment size estimation and to keep all uniquely mapping reads with the corresponding input sample serving as control, respectively (Zhang et al., 2008). To identify specific or overlapped m^6^A peaks, peaks were intersected using the BedTools package which overlapped peaks were set up “-f 0.5” (Quinlan and Hall, 2010). DiffBind packages were used to identify differential enrichment overlapped peaks (Kolodziej-Wojnar et al., 2020). The differential peaks were determined with log2 (fold change) >1 or log2 (fold change) < −1 and *p* value <0.05. Motifs enriched with m^6^A peaks within all mRNAs were identified using HOMER software (v4.10) (Heinz et al., 2010). The motif length was restricted to five to six nucleotides.

### Functional Enrichment Analysis

Gene Ontology (GO) enrichment analysis was performed with clusterProfiler R package and DAVID database (Dennis et al., 2003). GO terms with corrected *p*-value less than 0.05 were considered significant for the enrichment of differentially expressed genes.

### Behavioral Tests

The pattern separation test was performed as described previously (Tracy et al., 2016). The test consists of a sample phase and a test phase. During the sample phase, animals were placed in an open chamber with two identical objects (context A) and allowed to freely explore for 5 min. After a 30-min interval, mice were placed in another open chamber (context B) with two identical objects that were different from those in context A. After 4 h, one of the objects in both open chambers was exchanged. The time mice explored incongruent object that was from another context in the sample phase was compared with the time mice explored the congruent object.

The Morris water maze (MWM) test was carried out as described previously (Li et al., 2017a). During the training stage, adult (9-week-old) male mice were placed in the water maze from four different starting locations (NE, NW, SE, and SW), respectively. Each animal would execute four trials per day for four consecutive days. On the fifth day, the platform was removed and the time of swimming in each quadrant was measured over 60 s for a probe trial. All trials were videotaped and the data were analyzed with MazeScan software (Actimetrics, China).

For the eight-arm radial maze test, adult male mice were fasting for 24 h before training to adjust their bodyweight to 80–85% of free-eating animals (Chen et al., 2021). On the first day, four mice in groups were kept in the full-baited maze in which baits (chocolate particles) were scattered in the center and the end of the arms, and animals could explore each arm of the maze freely for 10 min. On the second and third days, a maze with a bar of chocolate was placed only at the end of each arm, and an individual mouse was placed on the center platform for 10 s and allowed to move freely for 10 min or until all chocolate pellets were consumed. For the next days, only four of eight arms were baited, and food rewards were placed at the end of the same four arms during this session. Mice were allowed to move freely until all chocolate pellets were consumed, otherwise, the trial was terminated at the time point of 10 min. Working memory error was counted when animals traveled to an arm that was already visited, and reference memory error was counted when animals traveled to a non-baited arm with all four paws. The maze was cleaned with 70% ethanol after each animal completed the test. The test was videotaped and the data were analyzed with MazeScan software (Med Associates Inc).

### Statistical Analysis

Data were presented as mean ± SEM. Statistical analysis between-group differences was performed with a two-tail unpaired Student’s t-test using Graph Prism software (version 9.0, GraphPad). *p* < 0.05 was considered statistically significant. For multiple group comparisons, a two-way ANOVA followed by Tukey’s *post hoc* test was used. Statistical significance was defined as a *p*-value <0.05. Replicate information is indicated in the figure legends.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus accession number: GSE197754.

## References

[B1] AguiloF.ZhangF.SanchoA.FidalgoM.Di CeciliaS.VashishtA. (2015). Coordination of M 6 A mRNA Methylation and Gene Transcription by ZFP217 Regulates Pluripotency and Reprogramming. Cell Stem Cell 17, 689–704. 10.1016/j.stem.2015.09.005 26526723PMC4671830

[B2] AtlasiY.StunnenbergH. G. (2017). The Interplay of Epigenetic Marks during Stem Cell Differentiation and Development. Nat. Rev. Genet. 18, 643–658. 10.1038/nrg.2017.57 28804139

[B3] AvgustinovaA.BenitahS. A. (2016). Epigenetic Control of Adult Stem Cell Function. Nat. Rev. Mol. Cell Biol. 17, 643–658. 10.1038/nrm.2016.76 27405257

[B4] BartosovicM.MolaresH. C.GregorovaP.HrossovaD.KudlaG.VanacovaS. (2017). N6-methyladenosine Demethylase FTO Targets Pre-mRNAs and Regulates Alternative Splicing and 3'-end Processing. Nucleic Acids Res. 45, 11356–11370. 10.1093/nar/gkx778 28977517PMC5737695

[B5] BatistaP. J.MolinieB.WangJ.QuK.ZhangJ.LiL. (2014). m6A RNA Modification Controls Cell Fate Transition in Mammalian Embryonic Stem CellsA RNA Modification Controls Cell Fate Transition in Mammalian Embryonic Stem Cells. Cell Stem Cell 15, 707–719. 10.1016/j.stem.2014.09.019 25456834PMC4278749

[B6] CaoY.ZhuangY.ChenJ.XuW.ShouY.HuangX. (2020). Dynamic Effects of Fto in Regulating the Proliferation and Differentiation of Adult Neural Stem Cells of Mice. Hum. Mol. Genet. 29, 727–735. 10.1093/hmg/ddz274 31751468

[B7] ChenJ.DongX.ChengX.ZhuQ.ZhangJ.LiQ. (2021). Ogt Controls Neural Stem/progenitor Cell Pool and Adult Neurogenesis through Modulating Notch Signaling. Cell Rep. 34, 108905. 10.1016/j.celrep.2021.108905 33789105

[B8] ChenJ.ZhangY.-C.HuangC.ShenH.SunB.ChengX. (2019). m6A Regulates Neurogenesis and Neuronal Development by Modulating Histone Methyltransferase Ezh2A Regulates Neurogenesis and Neuronal Development by Modulating Histone Methyltransferase Ezh2. Genomics, proteomics Bioinforma. 17, 154–168. 10.1016/j.gpb.2018.12.007 PMC662026531154015

[B9] ChenK.ZhaoB. S.HeC. (2016). Nucleic Acid Modifications in Regulation of Gene Expression. Cell Chem. Biol. 23, 74–85. 10.1016/j.chembiol.2015.11.007 26933737PMC4779186

[B10] DennisG.Jr.ShermanB. T.HosackD. A.YangJ.GaoW.LaneH. C. (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol. 4, P3. 10.1186/gb-2003-4-5-p3 12734009

[B11] DuK.ZhangL.LeeT.SunT. (2019). m6A RNA Methylation Controls Neural Development and Is Involved in Human DiseasesA RNA Methylation Controls Neural Development and Is Involved in Human Diseases. Mol. Neurobiol. 56, 1596–1606. 10.1007/s12035-018-1138-1 29909453

[B12] EngelM.EggertC.KaplickP. M.EderM.RöhS.TietzeL. (2018). The Role of m6A/m-RNA Methylation in Stress Response Regulation. Neuron 99, 389–403. 10.1016/j.neuron.2018.07.009 30048615PMC6069762

[B13] FischerA.SananbenesiF.WangX.DobbinM.TsaiL.-H. (2007). Recovery of Learning and Memory Is Associated with Chromatin Remodelling. Nature 447, 178–182. 10.1038/nature05772 17468743

[B14] FreundJ.BrandmaierA. M.LewejohannL.KirsteI.KritzlerM.KrugerA. (2013). Emergence of Individuality in Genetically Identical Mice. Science 340, 756–759. 10.1126/science.1235294 23661762

[B15] FuY.DominissiniD.RechaviG.HeC. (2014). Gene Expression Regulation Mediated through Reversible m6A RNA Methylation. Nat. Rev. Genet. 15, 293–306. 10.1038/nrg3724 24662220

[B16] FustinJ.-M.DoiM.YamaguchiY.HidaH.NishimuraS.YoshidaM. (2013). RNA-methylation-dependent RNA Processing Controls the Speed of the Circadian Clock. Cell 155, 793–806. 10.1016/j.cell.2013.10.026 24209618

[B17] GaoH.ChengX.ChenJ.JiC.GuoH.QuW. (2020). Fto-modulated Lipid Niche Regulates Adult Neurogenesis through Modulating Adenosine Metabolism. Hum. Mol. Genet. 29, 2775–2787. 10.1093/hmg/ddaa171 32766784

[B18] Gronska-PeskiM.GoncalvesJ. T.HebertJ. M. (2021). Enriched Environment Promotes Adult Hippocampal Neurogenesis through FGFRs. J. Neurosci. 41, 2899–2910. 3363756110.1523/JNEUROSCI.2286-20.2021PMC8018882

[B19] HessM. E.HessS.MeyerK. D.VerhagenL. A. W.KochL.BrönnekeH. S. (2013). The Fat Mass and Obesity Associated Gene (Fto) Regulates Activity of the Dopaminergic Midbrain Circuitry. Nat. Neurosci. 16, 1042–1048. 10.1038/nn.3449 23817550

[B20] HsiehJ.ZhaoX. (2016). Genetics and Epigenetics in Adult Neurogenesis. Cold Spring Harb. Perspect. Biol. 8. 10.1101/cshperspect.a018911 PMC488881627143699

[B21] IrierH.StreetR. C.DaveR.LinL.CaiC.DavisT. H. (2014). Environmental Enrichment Modulates 5-hydroxymethylcytosine Dynamics in hippocampus. Genomics 104, 376–382. 10.1016/j.ygeno.2014.08.019 25205305PMC4252786

[B22] KempermannG. (2019). Environmental Enrichment, New Neurons and the Neurobiology of Individuality. Nat. Rev. Neurosci. 20, 235–245. 10.1038/s41583-019-0120-x 30723309

[B23] KempermannG.KuhnH. G.GageF. H. (1997). More Hippocampal Neurons in Adult Mice Living in an Enriched Environment. Nature 386, 493–495. 10.1038/386493a0 9087407

[B24] KimD.LangmeadB.SalzbergS. L. (2015). HISAT: a Fast Spliced Aligner with Low Memory Requirements. Nat. Methods 12, 357–360. 10.1038/nmeth.3317 25751142PMC4655817

[B25] KimD.PaggiJ. M.ParkC.BennettC.SalzbergS. L. (2019). Graph-based Genome Alignment and Genotyping with HISAT2 and HISAT-Genotype. Nat. Biotechnol. 37, 907–915. 10.1038/s41587-019-0201-4 31375807PMC7605509

[B26] LiH.-B.TongJ.ZhuS.BatistaP. J.DuffyE. E.ZhaoJ. (2017). m6A mRNA Methylation Controls T Cell Homeostasis by Targeting the IL-7/STAT5/SOCS Pathways. Nature 548, 338–342. 10.1038/nature23450 28792938PMC5729908

[B27] LiL.ZangL.ZhangF.ChenJ.ShenH.ShuL. (2017). Fat Mass and Obesity-Associated (FTO) Protein Regulates Adult Neurogenesis. Hum. Mol. Genet. 26, 2398–2411. 10.1093/hmg/ddx128 28398475PMC6192412

[B28] LiM.ZhaoX.WangW.ShiH.PanQ.LuZ. (2018). Ythdf2-mediated m6A mRNA Clearance Modulates Neural Development in Mice. Genome Biol. 19, 69. 10.1186/s13059-018-1436-y 29855337PMC5984442

[B29] LiX.JinP. (2010). Roles of Small Regulatory RNAs in Determining Neuronal Identity. Nat. Rev. Neurosci. 11, 329–338. 10.1038/nrn2739 20354535

[B30] LiuS.XiuJ.ZhuC.MengK.LiC.HanR. (2021). Fat Mass and Obesity-Associated Protein Regulates RNA Methylation Associated with Depression-like Behavior in Mice. Nat. Commun. 12, 6937. 10.1038/s41467-021-27044-7 34836959PMC8626436

[B31] LivnehI.Moshitch-MoshkovitzS.AmariglioN.RechaviG.DominissiniD. (2020). The m6A Epitranscriptome: Transcriptome Plasticity in Brain Development and Function. Nat. Rev. Neurosci. 21, 36–51. 10.1038/s41583-019-0244-z 31804615

[B32] LuporiL.CornutiS.MazziottiR.BorghiE.OttavianoE.CasM. D. (2022). The Gut Microbiota of Environmentally Enriched Mice Regulates Visual Cortical Plasticity. Cell Rep. 38, 110212. 10.1016/j.celrep.2021.110212 35021093

[B33] MaC.ChangM.LvH.ZhangZ.-W.ZhangW.HeX. (2018). RNA m6A Methylation Participates in Regulation of Postnatal Development of the Mouse Cerebellum. Genome Biol. 19, 68. 10.1186/s13059-018-1435-z 29855379PMC5984455

[B34] MaD. K.MarchettoM. C.GuoJ. U.MingG.-l.GageF. H.SongH. (2010). Epigenetic Choreographers of Neurogenesis in the Adult Mammalian Brain. Nat. Neurosci. 13, 1338–1344. 10.1038/nn.2672 20975758PMC3324277

[B35] MeyerK. D.SaletoreY.ZumboP.ElementoO.MasonC. E.JaffreyS. R. (2012). Comprehensive Analysis of mRNA Methylation Reveals Enrichment in 3′ UTRs and Near Stop Codons. Cell 149, 1635–1646. 10.1016/j.cell.2012.05.003 22608085PMC3383396

[B36] NainarS.MarshallP. R.TylerC. R.SpitaleR. C.BredyT. W. (2016). Evolving Insights into RNA Modifications and Their Functional Diversity in the Brain. Nat. Neurosci. 19, 1292–1298. 10.1038/nn.4378 27669990PMC5068363

[B37] NilssonM.PerfilievaE.JohanssonU.OrwarO.ErikssonP. S. (1999). Enriched Environment Increases Neurogenesis in the Adult Rat Dentate Gyrus and Improves Spatial Memory. J. Neurobiol. 39, 569–578. 10.1002/(sici)1097-4695(19990615)39:4<569::aid-neu10>3.0.co;2-f 10380078

[B38] OverallR. W.Paszkowski-RogaczM.KempermannG. (2012). The Mammalian Adult Neurogenesis Gene Ontology (MANGO) Provides a Structural Framework for Published Information on Genes Regulating Adult Hippocampal Neurogenesis. PLoS One 7, e48527. 10.1371/journal.pone.0048527 23139788PMC3489671

[B39] QuinlanA. R.HallI. M. (2010). BEDTools: a Flexible Suite of Utilities for Comparing Genomic Features. Bioinformatics 26, 841–842. 10.1093/bioinformatics/btq033 20110278PMC2832824

[B40] RamponC.JiangC. H.DongH.TangY.-P.LockhartD. J.SchultzP. G. (2000). Effects of Environmental Enrichment on Gene Expression in the Brain. Proc. Natl. Acad. Sci. U.S.A. 97, 12880–12884. 10.1073/pnas.97.23.12880 11070096PMC18858

[B41] SevgiM.RigouxL.KuhnA. B.MauerJ.SchilbachL.HessM. E. (2015). An Obesity-Predisposing Variant of the FTO Gene Regulates D2R-dependent Reward Learning. J. Neurosci. 35, 12584–12592. 10.1523/jneurosci.1589-15.2015 26354923PMC6605390

[B42] ShafikA. M.ZhangF.GuoZ.DaiQ.PajdzikK.LiY. (2021). N6-methyladenosine Dynamics in Neurodevelopment and Aging, and its Potential Role in Alzheimer's Disease. Genome Biol. 22, 17. 10.1186/s13059-020-02249-z 33402207PMC7786910

[B43] ShiH.ZhangX.WengY.-L.LuZ.LiuY.LuZ. (2018). m6A Facilitates Hippocampus-dependent Learning and Memory through YTHDF1A Facilitates Hippocampus-dependent Learning and Memory through YTHDF1. Nature 563, 249–253. 10.1038/s41586-018-0666-1 30401835PMC6226095

[B44] SongB.ChenK.TangY.WeiZ.SuJ.de MagalhaesJ. P. (2021). ConsRM: Collection and Large-Scale Prediction of the Evolutionarily Conserved RNA Methylation Sites, with Implications for the Functional Epitranscriptome. Briefings Bioinforma. 22. 10.1093/bib/bbab088 33993206

[B45] SunW.GuanM.LiX. (2014). 5-hydroxymethylcytosine-mediated DNA Demethylation in Stem Cells and Development. Stem Cells Dev. 23, 923–930. 10.1089/scd.2013.0428 24400731

[B46] TangY.ChenK.SongB.MaJ.WuX.XuQ. (2021). m6A-Atlas: a Comprehensive Knowledgebase for Unraveling the N6-Methyladenosine (m6A) Epitranscriptome. Nucleic Acids Res. 49, D134–D143. 10.1093/nar/gkaa692 32821938PMC7779050

[B47] TracyT. E.SohnP. D.MinamiS. S.WangC.MinS.-W.LiY. (2016). Acetylated Tau Obstructs KIBRA-Mediated Signaling in Synaptic Plasticity and Promotes Tauopathy-Related Memory Loss. Neuron 90, 245–260. 10.1016/j.neuron.2016.03.005 27041503PMC4859346

[B48] van PraagH.ShubertT.ZhaoC.GageF. H. (2005). Exercise Enhances Learning and Hippocampal Neurogenesis in Aged Mice. J. Neurosci. 25, 8680–8685. 10.1523/jneurosci.1731-05.2005 16177036PMC1360197

[B49] WangC.-X.CuiG.-S.LiuX.XuK.WangM.ZhangX.-X. (2018). METTL3-mediated m6A Modification Is Required for Cerebellar Development. PLoS Biol. 16, e2004880. 10.1371/journal.pbio.2004880 29879109PMC6021109

[B50] WangY.LiY.TothJ. I.PetroskiM. D.ZhangZ.ZhaoJ. C. (2014). N6-methyladenosine Modification Destabilizes Developmental Regulators in Embryonic Stem Cells. Nat. Cell Biol. 16, 191–198. 10.1038/ncb2902 24394384PMC4640932

[B51] WangY.LiY.YueM.WangJ.KumarS.Wechsler-ReyaR. J. (2018). N6-methyladenosine RNA Modification Regulates Embryonic Neural Stem Cell Self-Renewal through Histone Modifications. Nat. Neurosci. 21, 195–206. 10.1038/s41593-017-0057-1 29335608PMC6317335

[B52] WengY.-L.WangX.AnR.CassinJ.VissersC.LiuY. (2018). Epitranscriptomic m6A Regulation of Axon Regeneration in the Adult Mammalian Nervous System. Neuron 97, 313–325. 10.1016/j.neuron.2017.12.036 29346752PMC5777326

[B53] WidagdoJ.ZhaoQ.-Y.KempenM.-J.TanM. C.RatnuV. S.WeiW. (2016). Experience-Dependent Accumulation of N 6 -Methyladenosine in the Prefrontal Cortex Is Associated with Memory Processes in Mice. J. Neurosci. 36, 6771–6777. 10.1523/jneurosci.4053-15.2016 27335407PMC4916251

[B54] YangY.HsuP. J.ChenY. S.YangY. G. (2018). Dynamic Transcriptomic M(6)A Decoration: Writers, Erasers, Readers and Functions in RNA Metabolism. Cell Res. 28, 616–624. 10.1038/s41422-018-0040-8 29789545PMC5993786

[B55] YaoB.ChristianK. M.HeC.JinP.MingG.-l.SongH. (2016). Epigenetic Mechanisms in Neurogenesis. Nat. Rev. Neurosci. 17, 537–549. 10.1038/nrn.2016.70 27334043PMC5610421

[B56] YoonK.-J.RingelingF. R.VissersC.JacobF.PokrassM.Jimenez-CyrusD. (2017). Temporal Control of Mammalian Cortical Neurogenesis by m6A Methylation. Cell 171, 877–889. 10.1016/j.cell.2017.09.003 28965759PMC5679435

[B57] YuJ.ChenM.HuangH.ZhuJ.SongH.ZhuJ. (2017). Dynamic m6A Modification Regulates Local Translation of mRNA in Axons. Nucleic Acids Res. 28, 616–624. 10.1093/nar/gkx1182 PMC581512429186567

[B58] ZhangC.ChenY.SunB.WangL.YangY.MaD. (2017). m6A Modulates Haematopoietic Stem and Progenitor Cell Specification. Nature 549, 273–276. 10.1038/nature23883 28869969

[B59] ZhangY.LiuT.MeyerC. A.EeckhouteJ.JohnsonD. S.BernsteinB. E. (2008). Model-based Analysis of ChIP-Seq (MACS). Genome Biol. 9, R137. 10.1186/gb-2008-9-9-r137 18798982PMC2592715

[B60] ZhaoF.XuY.GaoS.QinL.AustriaQ.SiedlakS. L. (2021). METTL3-dependent RNA m6A Dysregulation Contributes to Neurodegeneration in Alzheimer's Disease through Aberrant Cell Cycle Events. Mol. Neurodegener. 16, 70. 10.1186/s13024-021-00484-x 34593014PMC8482683

[B61] ZhaoX.YangY.SunB.-F.ShiY.YangX.XiaoW. (2014). FTO-dependent Demethylation of N6-Methyladenosine Regulates mRNA Splicing and Is Required for Adipogenesis. Cell Res. 24, 1403–1419. 10.1038/cr.2014.151 25412662PMC4260349

[B62] ZocherS.SchillingS.GrzybA. N.AdusumilliV. S.Bogado LopesJ.GüntherS. (2020). Early-life Environmental Enrichment Generates Persistent Individualized Behavior in Mice. Sci. Adv. 6, eabb1478. 10.1126/sciadv.abb1478 32923634PMC7449688

[B63] ZocherS.OverallR. W.LescheM.DahlA.KempermannG. (2021). Environmental Enrichment Preserves a Young DNA Methylation Landscape in the Aged Mouse hippocampus. Nat. Commun. 12, 3892. 10.1038/s41467-021-23993-1 34162876PMC8222384

How the deposited data were processed for this re-analysis (not part of the article)

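RNA of the hippocampus of 3 SH and 3 EE mice was sequenced, and 6 m6A immunoprecipitation libraries belong to the same study. The RNA-seq libraries were analysed and the m6A immunoprecipitation libraries were not analysed here. The groups and replicate numbers came from the sample labels and the paper's methods. The replicate numbers shared by SH and EE mice come from the labels, and the animals are different, so no pairing was used in the main comparison.

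The authors mapped the reads to mm10 with Hisat2, counted the reads on each gene with FeatureCounts and deposited the raw counts of each library for the genes they called differentially expressed. The authors calculated FPKM from the count, the gene length and the reads of the library, and deposited FPKM beside the counts. The authors' p-value from edgeR, without adjustment, and the log2 fold change of EE against SH are in the same deposited table. The methods name a p-value of 0.01 and an absolute fold change of 1 as the threshold. All 584 genes of the table are under that p-value, and 7 of them reach an absolute log2 fold change of 1 in the authors' deposited table, so a fold change of 1 was not applied on the log2 scale. The methods name no normalization for edgeR.

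The number of reads behind each library's FPKM was computed from the ratio of count to FPKM and the exon lengths of RefSeq for GRCm38, the build called mm10, where 205 genes gave the same total within 0.001%. The totals were between 31969156 and 40319498 reads in SH and between 37507694 and 53943195 reads in EE. Coordinates, exon lengths and GC content were taken from the same annotation, in which 561 genes were found by symbol, 14 by an older symbol and 9 were not found. 570 genes (97.6%) entered the comparison of GC content between higher and lower genes and the GC correction, which left out the mitochondrial genes.

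The comparison of EE with SH used edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) on the counts, with the totals as library sizes and no low-count filter. A test on log2(FPKM + 0.1) with limma 3.58.1 had been set for these genes before the data were examined, since FPKM alone had been assumed. The counts made edgeR the test that fits, and limma became an alternative. Standard errors are the log2 fold change divided by the square root of edgeR's F statistic. Mean ± SD are over the 3 libraries of a group. Averages over genes used log2(FPKM + 0.1) and exact permutation tests, where 3 libraries against 3 cannot give a p-value under 0.1. Gene lists were compared with Fisher's exact test. The tests were run on simulated counts for the 584 genes with 200 changed genes, where edgeR called 90% of 50 genes changed by 0.4 on the log2 scale, 32% of 50 genes changed by 0.2 and 1.3% of 384 unchanged genes at p under 0.01. The simulation took its dispersions from these selected genes and had no slope on GC content. Its rates therefore need not hold for the real libraries.

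Named genes were fixed before the data were examined. They are the genes the paper names that are in the table, the Gabr genes, the genes of Figure 3G, the genes with hypo m6A, and the 5 largest rises and 5 largest falls among genes with a limma p-value under 0.01, no overlap between groups and a mean FPKM of at least 1. Of the Gabr genes, 1 is not reported here by itself. ATP6, the other mitochondrial genes and the activity-regulated genes were named after their values were seen. The alternatives were pseudocounts of 1 and 0.01, a filter on mean FPKM of at least 1, the replicate number as a block, each library left out, scaling to genes of Supplementary Table S4, limma without moderation, with a trended prior and with a prior that includes the Supplementary Table S4 genes, and a p-value of 0.001. After the data were seen, edgeR's TMM factors, likelihood ratio test and exact test, DESeq2 1.42.0, scaling to the median deviation of the Supplementary Table S4 genes from the gene mean, limma with the replicate number as a block and a correction for GC content were added. For the GC correction, the slope of log2(FPKM + 0.1) on exon GC content was fitted in each library over 308 genes of Supplementary Table S4 outside the deposited table and removed from the counts through an offset. The scalings and this slope rest on the part of Supplementary Table S4 used here, and its other genes were not used here.

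Gene ontology enrichment and gene set enrichment over all expressed genes were not repeated, because no ontology was used here and the genes outside the deposited table were not analysed here, apart from those of Supplementary Table S4.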

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

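The tests in this part were chosen after the results were seen. 4 genes that the paper's text and Figure 3G do not name were among the largest rises, with every EE library above every SH library. ATP8 had a log2 fold change of 1.74, Gm35037 of 0.78, Ciart of 0.69 and B230110G15Rik of 0.69 (edgeR). The unadjusted p of B230110G15Rik was 0.011 in edgeR and 0.023 after the GC correction. It was under 0.01 in 0 of the 6 fits that each left out one library. ATP8, Gm35037 and Ciart were under 0.01 in 6 of these 6 fits.

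ATP8 had an FPKM of 107.6, 77.9 and 90.8 in the SH libraries and of 148.3, 375.7 and 392.7 in the EE libraries, so EE replicate 1 was closer to SH than to the other EE libraries. The neighbouring ATP6 had a log2 fold change of 0.79. The other 3 listed mitochondrial genes also had a higher mean in EE, COX1 by 0.25, COX3 by 0.39 and COX2 by 0.64 on the log2 scale, so a rise of all mitochondrial RNA would not reach the value of ATP8. Their unadjusted p-values from edgeR were 0.037, 0.040 and 0.054, and the groups overlapped in COX3 and COX2. Over the 6 libraries, ATP8 had a Spearman rho of 0.54 (exact permutation test, p = 0.30) and a Pearson r of 0.77 (exact permutation test, p = 0.036) with the library total, and r was 0.74 without the 2 libraries farthest from the median total. These correlations include the difference between the groups. EE replicate 1 had fewer reads than SH replicates 2 and 3 and a higher ATP8, and within SH the smallest library had the highest ATP8. Library size alone therefore does not order ATP8 over the 6 libraries. Within EE, ATP8 rose with the library total, so a contribution of library size there remains open. ATP8 and ATP6 share bases, and how the reads in the overlap were counted was not tested, and the mitochondrial genes were not part of the GC correction. No biological explanation was tested.

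Ciart kept a log2 fold change of 0.69 and Gm35037 of 0.74 after the GC correction, and B230110G15Rik had 0.59. Gm35037 and B230110G15Rik are lncRNAs with a mean FPKM under 2 in both groups. Ciart follows the time of day, as does Per2, and the time of dissection was not tested, so it remains open whether housing or sampling time lies behind Ciart.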

How the results depend on the processing

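All alternatives were set before the data were examined, except TMM, the scaling to the median deviation of the Supplementary Table S4 genes, the likelihood ratio and exact tests, DESeq2, limma with the replicate block and both GC corrections, which were chosen after seeing the data. The limma test on log2(FPKM + 0.1) had been set as the main test and became an alternative once the table was seen to hold counts.

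The numbers of genes past p under 0.01 moved most. Against 112 higher and 237 lower genes, the libraries scaled to the Supplementary Table S4 genes gave 61 higher genes, limma without moderation 57 higher and 89 lower, a p-value under 0.001 gave 10 higher and 21 lower, DESeq2 233 higher and 29 lower, TMM 229 higher and 53 lower, the GC correction 50 higher and 154 lower, and the GC correction with replicate block 68 higher and 150 lower. The share of higher genes was 32.1% in the main setting, 81.2% with TMM, 88.9% with DESeq2 and 18.5% with the Supplementary Table S4 scaling. TMM, DESeq2 and that scaling moved the median log2 fold change by 0.078, 0.11 and -0.011, while single genes changed by about 0.2. TMM and DESeq2 took their factors from genes selected for a change, which centres the log2 fold changes of these genes and by itself moves calls from lower to higher. The scaling to the library medians of 308 genes outside the deposited table left more lower than higher genes. The median over these genes of the difference between EE and SH was -0.036, and scaling to their median deviation, chosen after seeing the data, moved the median log2 fold change by 0.027 and gave 181 higher and 162 lower genes (52.8% higher), so these genes do not settle the split. The log2 fold changes in the authors' deposited table lay a median of 0.012 above those of the main setting. The authors' scaling was therefore nearer to the main setting than to TMM or DESeq2. Their normalization is not named, so this does not show which scaling is right. Across the 6 fits that each left out one library, between 52 and 98 genes were higher and between 77 and 228 lower. An adjusted p-value under 0.05 was reached by 583 genes, by between 375 and 547 in the 6 fits that each left out one library, by 270 with limma without moderation and by 291 with DESeq2.

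With the replicate number as a block, 78 genes were higher and 136 lower at p under 0.01 in edgeR, and 60 higher and 89 lower in limma. Same-numbered SH and EE libraries, from different mice, deviated from their group means with correlations between -0.098 and 0.15 (mean 0.0027), against -0.22 to 0.26 for different numbers, so the numbers do not pair the libraries. The block cannot move results that rest on group means.

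The counts of 246 higher and 338 lower means were the same in every fit that left out a library and in every scaling, and were 237 and 333 under the GC correction, in which 570 genes entered and 0 changed direction. These genes had been selected by the authors for their difference, so this shows little. The number of genes without overlap was between 403 and 567. All 4 Gabr genes stayed higher. The odds ratio of hyper m6A depends on the directions alone, which hardly moved, so its values between 2.58 and 2.65 in these settings show no stability, and within strata of GC content it was 1.5. The average difference of the Figure 3G genes stayed above 0 in all alternatives. It moved by more than the replicate SD with a pseudocount of 1 (0.22 for nervous system development, 0.25 for learning or memory, 0.23 for synapse organization), with DESeq2's size factors (0.39, 0.41 and 0.38), with TMM (0.36, 0.38 and 0.35) and, for nervous system development and synapse organization, with the GC correction (0.24 and 0.21). Scaling to the median deviation of the Supplementary Table S4 genes gave 0.30 for synapse organization. Single named genes were compared with the main setting 1441 times, with no change of direction; 213 comparisons no longer passed p under 0.01 and 168 newly passed it. The causes were not tested, apart from GC content. Depth limits the genes with few reads. In Gm14586, with 22 to 51 reads per library, counting error alone gives a standard error of 0.20 of the 0.22 found for its log2 fold change, and in B230110G15Rik 0.19 of 0.22. In Bdnf, with 1724 to 3391 reads, it gives 0.02 of 0.05.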

Differences from the paper's values

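The paper reports 584 DEGs, and 349 of these genes had an unadjusted p under 0.01 in edgeR's quasi-likelihood test. The paper does not name its edgeR test, and the dispersions here were estimated over the 584 selected genes only. The p-values can therefore differ by method alone, and a p-value above 0.01 here does not show that a gene failed to reproduce. It reports 246 up-regulated genes, against 112 genes higher in EE at p under 0.01. None of the alternatives set before the data were examined brought the number of higher genes within 1.5 times the paper's: it was between 52 and 98 with a library left out, 102 with a filter on mean FPKM, 78 with the replicate block, 61 with the Supplementary Table S4 scaling, between 57 and 106 with limma, and 10 at p under 0.001. TMM (229 genes), DESeq2 (233 genes) and scaling to the median deviation of the Supplementary Table S4 genes (181 genes), all chosen after seeing the values, came within that range for higher genes, with 53, 29 and 162 lower genes against the paper's 338. The likelihood ratio test (160 higher genes) and edgeR's exact test (159 higher genes), also chosen after seeing the values, did not. With the likelihood ratio test and with the exact test, 464 genes were under p 0.01 in both directions together, within 1.5 times the paper's 584.

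The paper calls Egr1, Dld and Odc1 up-regulated. In edgeR's quasi-likelihood test their unadjusted p-values were 0.018, 0.023 and 0.015, above the paper's threshold, with the same direction. Egr1 was under p 0.01 with the replicate block and without SH replicate 1, Dld without EE replicate 3, and Odc1 without SH replicate 2 and without EE replicate 3. Among the settings chosen after seeing the values, Egr1 was under it with the likelihood ratio and exact tests and the GC correction with replicate block, Dld with DESeq2 and TMM, and Odc1 with DESeq2, TMM, the scaling to the median deviation and both GC corrections. Among the genes with hypo m6A in Supplementary Table S6, the paper's division into increased and decreased genes is not the one found here, which was 5 higher and 4 lower, and the paper's sentence names the decreased ones as hyper m6A. The discussion gives the share of DEGs with differential m6A as above a fraction that the 30.82% found here does not reach. Ptgs1 is drawn among the up-regulated genes in Figure 3G and is in neither Supplementary Table S1 nor the table used here.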

Other observations

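The tests in this part were chosen after the results were seen.

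GC content separated the directions of the DEGs. The median GC content of the exons was 44.1% in the genes higher in EE and 56.8% in the genes lower in EE (permutation test, p = 1e-05, the smallest that the resamples can give), and a gene lower in EE had the higher GC content in a share of 0.91 of all pairs of a lower and a higher gene. Gene length did not differ (median 3901 bp in higher genes and 4031.5 bp in lower genes, permutation test, p = 0.31). With every library thinned to the smallest total, the difference in median GC content was 12.7 percentage points, the value before thinning, but thinning changed the direction of no gene of the 584, so it does not test library size. The same slope appeared in 308 genes of Supplementary Table S4 that are outside the deposited table. They come from the part of that table used here, which holds 325 genes of the 1739 and 110 listed with overlapped hyper and hypo peaks, and the scaling and GC correction rest on them. They had been selected for differential m6A peaks and not for a change in expression. Over these genes, the paper's FPKM gave a Spearman rho of -0.52 and a Pearson r of -0.45 between the log2 difference of EE and SH and GC content (across genes, which are not independent replicates). The slope also differed within a group. In deviations from the mean of the 6 libraries, rho with GC content was -0.05, 0.43 and 0.40 in SH replicates 1, 2 and 3 and -0.54, -0.48 and 0.23 in EE replicates 1, 2 and 3, and the difference between EE replicates 3 and 1 had a rho of 0.54, as large in size as that between the groups. Housing cannot account for a slope between mice of the same housing, so a candidate explanation is a GC bias of library preparation or sequencing that differed between libraries and fell unevenly on SH and EE. A difference between mice that is unrelated to housing is another. After the slope of each library was removed, 204 of 570 genes had an unadjusted p under 0.01 (edgeR), against 338 of these genes before, 183 genes were in both sets, and the median absolute log2 fold change went from 0.22 to 0.18. In the fit with the replicate block the GC correction left 218 genes under p 0.01. The correction reversed the direction of 0 of the 570 genes, so the difference in GC content between both directions is unchanged after it, and the remaining calls are not shown to be free of a GC bias. The correction is linear, and 538 of the 570 genes lie within the GC range of the genes it was fitted on. Whether part of the slope follows from housing cannot be told apart from a bias with 3 libraries per group.

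The excess of lower expression among genes with hyper m6A may follow from GC content. The odds ratio was 2.63 over all DEGs and 1.5 within 4 strata of GC content (95% confidence interval 0.84 to 2.68, exact conditional test, p = 0.17). Within 4 strata of mean FPKM it was 2.59 (95% confidence interval 1.73 to 3.94), and within 4 strata of exon length it was 2.59 (95% confidence interval 1.72 to 3.94), so expression level and exon length leave it in place. The odds ratios of the single strata ran from 0.55 to 2.45 for GC content, from 2.08 to 3.56 for mean FPKM and from 1.79 to 4.95 for exon length. A link between hyper m6A and lower expression within the DEGs cannot be told apart from GC content here. If the RNA-seq libraries were the input of the peak calling, fewer reads in EE could also favour a hyper m6A call, which was not tested. Genes outside the DEGs were not tested.

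A hypothesis is that neurons of EE mice were more active before dissection. Of 49 genes known to respond to neuronal activity, listed after the DEGs had been seen, 19 were among the DEGs, 17 higher and 2 lower in EE (odds ratio 12.4, Fisher's exact test, p = 1.9e-05). The higher ones had log2 fold changes from 0.17 (Scg2) to 0.97 (Egr2) and included Atf3 (0.93), Dusp5 (0.43), Nr4a1 (0.43), Nptx2 (0.41) and Egr4 (0.36), and Jun (-0.18) and Jund (-0.22) were the lower ones. The groups overlapped in Egr2, and its unadjusted p was 0.027 in edgeR. Its log2 fold change ranged from 0.71 to 1.58 as each library was left out. 10 of the 17 had an unadjusted p under 0.01 in edgeR's quasi-likelihood test, and in 10 of the 17 the groups did not overlap. Their median GC content was 49.4%. After the GC correction all 17 were higher, which is no test, since the correction reversed none of the 570 DEGs it covered. It moved Ptgs2 from 0.35 to 0.27 and Scg2 from 0.17 to 0.12 on the log2 scale, and Egr4, with a GC content of 68.2%, from 0.36 to 0.49. A part of the rise in the genes poor in GC therefore cannot be told apart from a GC bias. The list was written with the DEGs known, so the p-value does not settle the hypothesis, and handling before dissection was not tested.

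The share of DEGs that chance gives over all expressed genes was not tested. In the part of Supplementary Table S4 used here, which holds 325 genes selected for differential m6A peaks, 17 (5.2%) had the paper's p-value under 0.01, where 1% (3.2 genes) would be reached by chance (exact binomial test, p = 5e-08). The test takes genes as independent, although they share the slope on GC content (Spearman rho -0.52), so a GC bias could have added to the 17 genes, and they need not stand for the other expressed genes.

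Of the 10 splits of the 6 libraries into 3 against 3, 1 (the real one) gave as many as 349 genes with an unadjusted p under 0.01, and 1 gave as many as 583 genes with an adjusted p under 0.05 (edgeR). Among the other splits, the most genes were 12 under p 0.01 and, in a different split, 5 under adjusted p 0.05. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many, and the other 6 splits part 1 pair. The 584 genes had been selected on the real split, so this could not have come out otherwise and does not test chance.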
